# LDHA induces EMT gene transcription and regulates autophagy to promote the metastasis and tumorigenesis of papillary thyroid carcinoma

**DOI:** 10.1038/s41419-021-03641-8

**Published:** 2021-04-01

**Authors:** Xiukun Hou, Xianle Shi, Wei Zhang, Dapeng Li, Linfei Hu, Jihong Yang, Jingzhu Zhao, Songfeng Wei, Xi Wei, Xianhui Ruan, Xiangqian Zheng, Ming Gao

**Keywords:** Thyroid cancer, Target validation

## Abstract

Papillary thyroid carcinoma (PTC) is one of the most common kinds of endocrine-related cancer and has a heterogeneous prognosis. Metabolic reprogramming is one of the hallmarks of cancers. Aberrant glucose metabolism is associated with malignant biological behavior. However, the functions and mechanisms of glucose metabolism genes in PTC are not fully understood. Thus, data from The Cancer Genome Atlas database were analyzed, and lactate dehydrogenase A (LDHA) was determined to be a potential novel diagnostic and therapeutic target for PTCs. The research objective was to investigate the expression of LDHA in PTCs and to explore the main functions and relative mechanisms of LDHA in PTCs. Higher expression levels of LDHA were found in PTC tissues than in normal thyroid tissues at both the mRNA and protein levels. Higher expression levels of LDHA were correlated with aggressive clinicopathological features and poor prognosis. Moreover, we found that LDHA not only promoted PTC migration and invasion but also enhanced tumor growth both in vitro and in vivo. In addition, we revealed that the metabolic products of LDHA catalyzed induced the epithelial–mesenchymal transition process by increasing the relative gene H3K27 acetylation. Moreover, LDHA knockdown activated the AMPK pathway and induced protective autophagy. An autophagy inhibitor significantly enhanced the antitumor effect of FX11. These results suggested that LDHA enhanced the cell metastasis and proliferation of PTCs and may therefore become a potential therapeutic target for PTCs.

## Introduction

Papillary thyroid carcinoma (PTC) is the most common endocrine malignancy^1–3^. Although the 10-year overall survival (OS) rate of PTC is >95%, in some cases, PTC show dedifferentiation, which increases invasiveness and results in a poor prognosis^4^. However, the molecular mechanism of the pathology of PTC is still unclear and there are only a few treatment options available for PTC^5^. Therefore, biomarkers and potential therapeutic targets are needed to improve the diagnosis and treatment of PTC patients.

Metabolic reprogramming is common in tumors and has been accepted as one of the main hallmarks of all cancers^6,7^. Even when oxygen is sufficient, tumor cells prefer to use aerobic glycolysis to produce ATP, which is known as the Warburg effect^8,9^. Lactate dehydrogenase A (LDHA) is an enzyme that catalyzes the final step of the Warburg effect by converting the pyruvate and NADH to lactate. This leads to an acidic microenvironment for the tumor, contributing to epithelial–mesenchymal transition (EMT) and metastasis^10,11^. Upregulated LDHA has been reported in many types of tumors and is significantly correlated with poor prognosis^12,13^. The reduction in LDHA significantly inhibited cellular transformation and markedly delayed tumor formation^14–20^. In a breast cancer model, LDHA knockdown attenuated glycolysis and decreased tumor growth significantly by impacting mitochondrial physiology^21^. The suppression of LDHA attenuated the progression of glioblastoma through the downregulation of the Warburg effect^16^. In mouse models of lung cancer, targeting LDHA significantly inhibited tumorigenesis and tumor progression^20^. However, the molecular mechanisms of how LDHA contributes to tumor progression and tumor metastasis in PTC have not yet been investigated.

Dysregulation of histone modification, such as methylation, acetylation, and phosphorylation levels, occurs in various cancers, including PTC^22,23^. Histone acetylation is a reversible dynamic process that is achieved by histone acetyltransferases (HATs) and histone deacetylases. In recent years, an increasing number of studies have focused on histone acetylation for its role in changing the nucleosomal conformation and modulating chromatin structure and gene expression in cancers^24^. HATs transfer acetyl-coenzyme A (acetyl-CoA) to the terminus of histone amino acids and relax the structure of chromatin, which increases the accessibility of DNA and promotes gene transcription. As a key glucose metabolite, acetyl-CoA fuels the mitochondrial TCA cycle for ATP production through oxidative phosphorylation. Low intracellular acetyl-CoA decreases histone acetylation, which links glucose metabolism with chromatin remodeling^25,26^. Studies have shown that the absence of LDHA, an enzyme involved in glucose metabolism, decreases intracellular acetyl-CoA levels and diminishes histone acetylation^27^. However, whether LDHA affects histone acetylation levels in thyroid carcinoma is still unknown.

As one of the most important sensors of cellular energy, AMP-activated protein kinase (AMPK) coordinates various cellular pathways to maintain the balance of energy and nutrition metabolism^28,29^. As a metabolic sensor, AMPK allows for adaptive changes in metabolic coordination, cell growth, apoptosis, and autophagy^30^. It has been reported that the activation of AMPK, directly and indirectly, inhibits tumor growth by blocking the MAPK and PI3K-AKT signaling pathways^28,29^. The activation of AMPK reverses the Warburg effect from aerobic glycolysis to oxidative phosphorylation, but the relationship between LDHA and AMPK signaling has not been clarified.

Autophagy is a process of the cell that removes dysfunctional or unnecessary components^31^. Studies have shown that autophagy is a tightly regulated process and defects in autophagy have been closely associated with many human cancers^32,33^. It can be induced under stressful conditions, such as low cellular energy charge or the deprivation of essential nutrients^34^. As an enzyme involved in energy metabolism, LDHA was reported to induce prosurvival autophagy in tamoxifen-resistant breast cancer^35^. However, the functions of LDHA and autophagy in PTC are still largely unknown.

Although previous studies have shown that targeting LDHA attenuates tumor progression and metastasis, the molecular mechanism is still largely unknown. Here, we showed that the reduction in LDHA leads to the deregulation of intracellular acetyl-CoA, which reduces the histone acetylation of EMT-related genes in PTCs. In addition, the reduction in LDHA inhibited cell proliferation and promoted cell apoptosis via the AMPK pathway. Furthermore, we applied the combination of FX11 (a drug-like small molecule inhibitor of LDHA) and the autophagy inhibitor hydroxychloroquine (HCQ) in PTCs and found that HCQ could significantly enhance the effect of FX11 on PTCs in vitro and in vivo.

## Materials and methods

### Clinical data and tissue samples

Tissue microarrays including samples from 185 patients with complete medical record information were used in this research. All of the patients were diagnosed with PTC at Tianjin Medical University Cancer Institute and Hospital from January 2013 to June 2013. Twenty-eight matched fresh tissues of PTCs and adjacent normal thyroid follicular tissues were collected. Total RNA was extracted from 20 matched tissue samples, and total protein was extracted from eight matched tissue samples. The research was performed with the approval of the Ethics Committee of Tianjin Medical University Cancer Institute and Hospital. Informed consent was obtained for experimentation with human subjects.

### Immunohistochemistry (IHC)

The tissue microarrays of the PTC patients were subjected to immunohistochemical staining for LDHA according to a standard protocol. The signal was visualized with the DAB Substrate Kit (MaiXin Bio, China). The staining scores were evaluated by two experienced pathologists as follows: staining score = staining intensity + percentage of positive tumor cells. The staining intensity was regarded as 0 (no staining); 1 (weak, light yellow); 2 (moderate, light brown); or 3 (strong, brown). The percentage of positive cells was regarded as 0 (<5%), 1 (5–25%), 2 (25–50%), 3 (51–75%), or 4 (>75%). The specimens were divided into four levels: scores of 0–1 (−), a score of 2 (+), scores of 3–4 (++), and scores of more than 5 (+++). High expression levels of LDHA were defined as scores of 3–4 (++) and >5 (+++). For Ki-67 staining, positively stained cells were counted in five files and the total number of positive cells was calculated.

### Total RNA extraction and quantitative real-time PCR

Total RNA from thyroid cancer cells and fresh tissues was isolated by TRIzol reagent (Invitrogen, Carlsbad, USA), and cDNA was reverse transcribed with Prime Script RT Master Mix (Takara, Kyoto, Japan). Quantitative real-time PCR was performed with SYBR Premix Ex Taq II (Takara, Kyoto, Japan) and specific primers. The sequences of the primers are shown in Supplementary Table 3.

### Western blotting

Proteins from cells and tissues were extracted with radioimmunoprecipitation assay buffer (Solarbio, Beijing, China) according to the protocol. The concentration of protein samples was quantified by the BCA assay. Samples were run on 8–12% sodium dodecyl sulfate polyacrylamide gel electrophoresis gels and transferred to polyvinylidene difluoride membranes. Then, the cells were incubated with primary antibodies and peroxidase-conjugated anti-mouse or anti-rabbit IgG antibodies. Finally, the cells were visualized with ECL plus reagents (Cell Signaling Technology, Danvers, MA, USA).

### Cell culture

One normal thyroid follicular epithelial cell line (Nthy-ori 3–1), four PTC cell lines (K-1, KTC-1, TPC-1, and B-CPAP), one anaplastic thyroid carcinoma cell line (CAL-62), and one medullary thyroid carcinoma cell line (TT) were used in this study. Nthy-ori 3–1, K-1, and TPC-1 cells were purchased from the American Type Culture Collection (USA), and the other cell lines were purchased from the Chinese Academy of Sciences (Shanghai, China). All the cell lines were cultured in Roswell Park Memorial Institute Medium-1640 medium or Dulbecco’s Modified Eagle Medium (Gibco, USA) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin and streptomycin and maintained in a humidified atmosphere with 5% CO_2_ at 37 °C.

### Transfection and lentiviral infection

For TGFβR1 and AMPK knockdown, three synthesized duplex RNAi oligos purchased from Sigma-Aldrich were transfected into cells using RNAiMAX (Invitrogen). RFP-LC3 plasmid was got from GeneChem (Shanghai, China) and transfected with Lipofectamine 3000 reagent (Invitrogen, USA).

Lentivirus vectors for LDHA knockdown and overexpression (shLDHA and OE-LDHA) were purchased from GeneChem (Shanghai, China). Polybrene (Sigma-Aldrich, Germany) was used to increase the efficiency of infection. Puromycin (2 μg/ml) was added to select the infected cells.

### Reagents, drugs, and antibodies

The following primary antibodies were used in the research: anti-FLAG, anti-LDHA, anti-Smad3, anti-phospho-Smad3 (anti-p-Smad3), anti-E-cadherin, anti-N-cadherin, anti-Slug, anti-AMPK, anti-phospho-AMPK (anti-p-AMPK), anti-mTOR, anti-phospho-mTOR (anti-p-mTOR), anti-ULK1, anti-phospho-ULK1 (anti-p-ULK1(Ser 555)), anti-LC3B, anti-p62, anti-cleaved caspase 3, anti-Ki-67, anti-Tri-Methyl-Histone H3 (Lys27), and anti-Tri-Methyl-Histone H3 (Lys36) (Cell Signaling Technology, USA). Anti-β-actin (GeneTex, USA). The LDHA inhibitor FX11 was purchased from Sigma-Aldrich (Darmstadt, Germany). HCQ was purchased from Selleck Chemicals (Houston, USA).

### Transwell of migration and invasion assay

Cell migration and invasion assays were performed with polycarbonate membrane filter inserts with 8-μM pores (Merck Millipore, USA) in 24-well chamber plates. The transwell chambers were precoated with (invasion assay) or without (migration assay) Matrigel (BD Biosciences, USA). In brief, the bottom chamber was filled with 500 μL of culture medium containing 10% FBS, and the upper chamber was filled with 200 μL of 2 × 10^4^ cell culture medium without FBS. The cells were incubated for 24 h with 5% CO_2_ at 37 °C. Then, cells at the bottom surface of the membrane were fixed in 4% polyoxymethylene for 30 min and stained with 0.1% crystal violet for 20 min. The mean numbers of five preselected microscopic fields were counted.

### Wound-healing assay

After LDHA knockdown and overexpression, 5 × 10^6^ cells were seeded in six-well plates. Then, the plates were scratched with 10 μL pipette tips and incubated at 37°C and 5% CO_2_ for 24 h. The wounded areas were observed and photographed under an inverted microscope.

### RNA-seq analysis

Total RNA was extracted with TRIzol reagent (Invitrogen, USA). cDNA libraries were generated and sequenced on an Illumina NovaSeq 6000 platform. RNA-Seq reads were trimmed using Trim Galore (v0.5.0). The trimmed data were aligned to the human hg19 genome using STAR (v2.7.0 f), and the aligned bam files were sorted by name using the parameter -n. We used HTSeq software (v0.11.2) and the hg19 annotation file from GENCODE (v19) to count the reads for each gene using the parameters -r name -f bam and BioMart to retrieve the corresponding gene names. Finally, the read counts were normalized with the trimmed mean of M-values (TMM) method for differential expression analysis using edgeR (v3.26.8). Sequencing data were deposited in the Gene Expression Omnibus (GSE167971).

### Gene Ontology (GO) analysis and gene set enrichment analysis (GSEA)

The Database for Annotation, Visualization and Integrated Discovery (DAVID) web tool was used to perform GO analysis. Significant enrichment was defined as *p* < 0.05. GSEA was performed with the GSEA stand-alone desktop program. Significantly enriched molecular function terms were defined by *p* < 0.05.

### Acetyl-CoA assay

For the measurement of cytosolic acetyl-CoA, cells were lysed on ice for 10 minutes. The lysates were spun down at 20,000 × *g* for 10 minutes at 4°C. Then the supernatants were measured with an acetyl-CoA assay kit (Sigma-Aldrich, Germany).

### Chromatin immunoprecipitation (ChIP)-Seq data analysis

ChIP-Seq data were downloaded from the Gene Expression Omnibus (GSE120177). ChIP-Seq peaks were generated by the peak-finding algorithm model-based analysis for ChIP-Seq v1.4.2. IGV tools v2.4.5 was used to visualize the ChIP-Seq tracks. The total H3K27ac ChIP-seq signal is expressed in units of RPM per bin. Homer was used to merge and stitch the peaks within 12.5 kb.

### ChIP-qPCR

ChIP was performed with the Simple Chip Enzymatic Chromatin IP Kit (Cell Signaling) according to the manufacturer’s instructions. The primers for qPCR are listed in Supplementary Table 3.

### ADP/ATP ratio

The ADP/ATP ratio was measured with a commercial ADP/ATP kit purchased from Sigma-Aldrich (Darmstadt, Germany) according to the manufacturer’s instructions. In brief, the cells were incubated with ATP reagent for 1 min, and then luminescence was read for the ATP assay. Then, the cells were incubated for an additional 10 min, and luminescence was read as the background before measuring ADP. Finally, ADP reagent was added and incubated for 1 min, and luminescence was read to calculate the ADP/ATP ratio according to the manufacturer’s instructions.

### Cell viability and colony formation assay

A total of 1000–1500 cells per well were seeded in 96-well plates. Next, cell viability was assessed with Cell Counting Kit-8 (CCK-8) according to the protocol. For colony formation assays, 500–1000 cells per well were seeded in six-well plates and cultured for 2 weeks. Then, colonies were fixed with 100% methanol for 20 min and stained with 0.5% crystal violet for 15 min.

### Cell apoptosis analysis

Cells were collected with trypsinization and washed with phosphate-buffered saline (PBS). Cell death was detected by an Annexin V apoptosis detection kit (R&D Systems, USA). In brief, 1 × 10^5^ cells were incubated with Annexin V-APC and PI for 15 min at room temperature in the dark. Stained cells were measured with a FACSCalibur flow cytometer (BD Biosciences). The data were analyzed by FlowJo software (version 10.0.7).

### Measurement of LDHA activity

To detect intracellular LDHA activity, an LDHA assay kit from Sigma-Aldrich was used according to the manufacturer’s protocols. The LDHA of the samples was calculated using a standard LDHA calibration curve.

### Quantification of RFP-LC3 puncta formation

Cells expressing RFP-LC3 were treated with LDHA knockdown or FX11. Then cells grown on coverslips in a 24-well plates and fixed with 4% paraformaldehyde for 20 min at room temperature and then washed with PBS. Slides were mounted with Fluoromount-G™ Mounting Medium (Them Fisher) and examined by fluorescence microscopy. The percentage of cells with punctate RFP-LC3 fluorescence was calculated by counting the number of the cells with punctate RFP-LC3 fluorescence in RFP-positive cells.

### Animal studies

All of the animal studies were approved by the Ethics Committee of the Tianjin Medical University Cancer Institute and Hospital and were carried out in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. A total of 2 × 10^6^ control or stable LDHA knockdown B-CPAP cells were injected into 5-week-old female BALB/c nude mice via the tail vein (each group, *n* = 5). To monitor metastatic tumor growth, an IVIS (in vivo imaging system) spectrum (Caliper Life Science, USA) was used to detect the fluorescence intensity of green fluorescent protein every 5 days. Approximately 12 weeks later, the mice were killed, and the lungs and livers were collected and analyzed by hematoxylin and eosin (H&E) staining.

To establish a xenograft tumor model, suspensions of 2 × 10^6^ control or stable LDHA knockdown B-CPAP cells were injected into 5-week-old female NSG mice (each group, *n* = 5). Tumors were measured every 3 days. The tumor volume was calculated using the formula *V* = 0.5 × larger diameter × (smaller diameter)^2^. Suspensions of 2 × 10^6^ B-CPAP cells were injected into 5-week-old female NSG mice and the mice were randomly divided into four groups (each group, *n* = 5). Nine days later, the mice were treated with 2% DMSO, FX11 (3 mg/kg), HCQ (60 mg/kg), and FX11 combined with HCQ once daily for 3 weeks. Tumors were measured every three days. All of the mice were purchased from SPF Biotechnology (Beijing, China).

### Statistical analysis

All data were analyzed with Statistical Product and Service Solutions Ver. 25.0 (IBM, USA) and GraphPad Prism Ver. 7.0 (CA, USA). The data are presented as the mean ± SD of at least three independent experiments. The Chi-square test and multivariate Cox regression analyses were used to estimate the significance of the clinicopathological characteristics of the patient tissue microarray samples. Kaplan–Meier analysis was performed to evaluate survival curves. All data were analyzed with Student’s *t* test (***p < 0.001, **p < 0.01, *p < 0.05).

## Results

### Bioinformatics analysis identifies LDHA as a candidate target gene for PTCs

To explore the potential targets of glucose metabolic enzymes in PTC (Fig. 1A), we first analyzed glucose metabolic gene expression data in PTCs from The Cancer Genome Atlas (TCGA) database. In total, 52 normal tissues and 486 PTCs with clinical medical records were included in our research. The analysis revealed the global view of the relative expression of glucose metabolism genes in primary tumors versus normal tissues (Fig. 1B). PKM2, IDH2, HK2, and LDHA were significantly higher in PTCs, whereas HK1, SUCLG1, and others were higher in normal tissues (Fig. 1C and Supplementary Fig 1A). Among them, we mainly focused on those increased in PTCs because their inhibitors have already been established. Based on the preferential use of lactate rather than glucose is a hallmark of many kinds of cancer, but the function of LDHA is still elusive. Therefore, in this research, we focused specifically on the effect and mechanism of LDHA in PTCs.

**Fig. 1:**
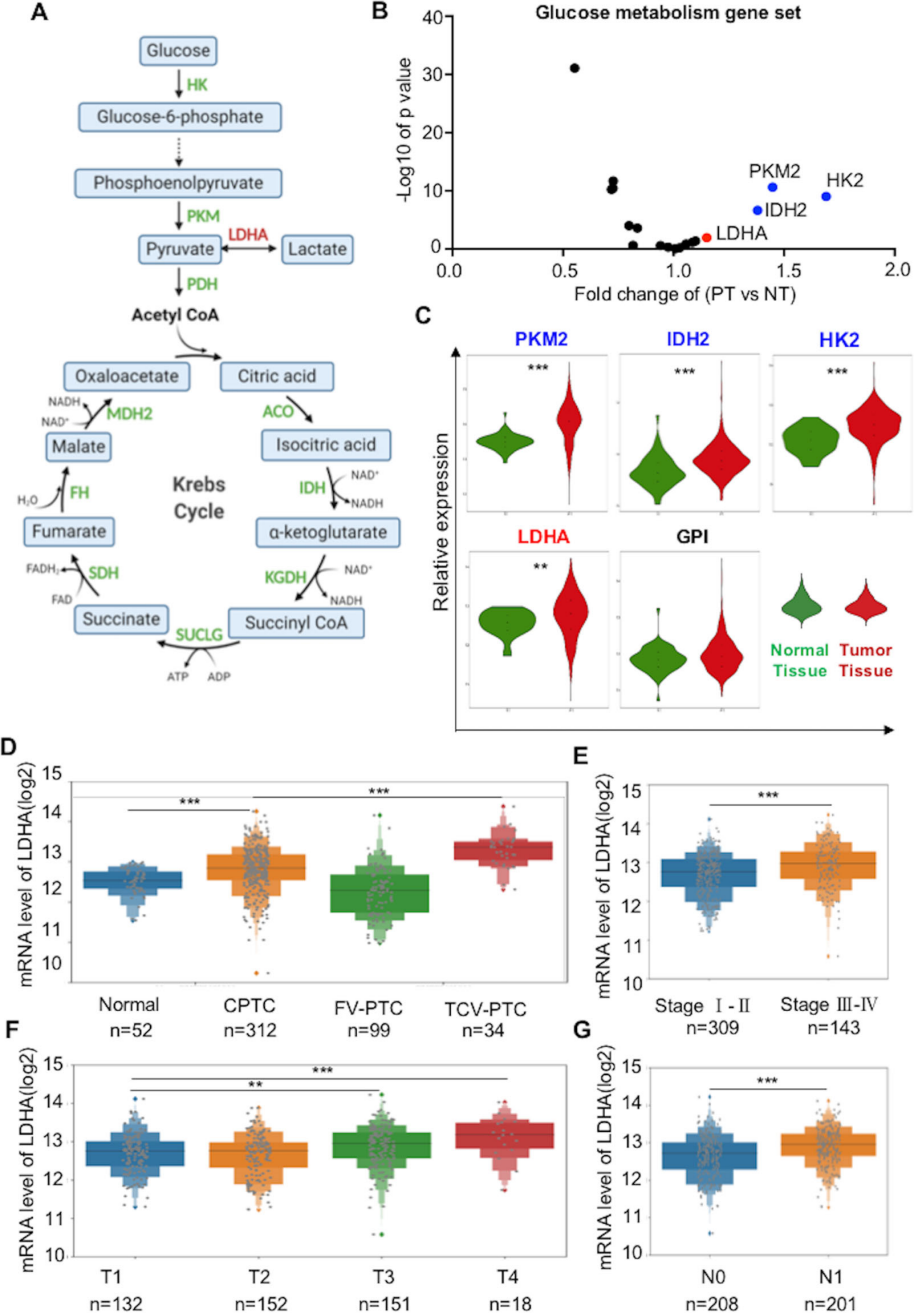
Bioinformatics analysis of enzymes involved in glucose metabolism and identifies LDHA as a candidate target for PTCs. **A** Simplified scheme of glucose metabolism. **B** Fold change of glucose metabolic genes in primary tumor tissue versu*s* normal tissue. **C** Representative glucose metabolic genes that were upregulated in primary PTC tumors. **D** LDHA expression was higher in CPTC and TCV-PTC tissues than in normal tissues. **E** LDHA expression levels of patients in stage III/IV PTC were higher than those in stage I/II. **F** Patients in stage T3 and T4 had higher LDHA expression levels than those in stage T1 and T2. **G** Patients with lymph node metastasis (N1) had higher LDHA levels than those without lymph node metastasis (N0). All *p < 0.05, **p < 0.01, ***p < 0.001.

Analysis of the TCGA database showed that LDHA expression levels were much higher in classic PTCs (CPTCs) than in normal tissues, and the tall cell variant PTCs, which are known to have a more aggressive clinical behavior, had a higher LDHA expression level than CPTCs (Fig. 1D, *p* < 0.001). In addition, LDHA expression levels were significantly higher in patients in stage III/IV than those in stage I/II (Fig. 1E, *p* < 0.001). Patients in the T3 and T4 groups had higher LDHA expression levels than those in the T1 and T2 groups (Fig. 1F, *p* < 0.001). Moreover, LDHA expression levels were significantly higher in patients with lymph node metastasis (N1 group) than those without lymph node metastasis (N0 group) (Fig. 1G, *p* < 0.001). We also found that LDHA expression levels were much higher in patients with extrathyroidal extension than those without extrathyroidal extension (Supplementary Fig 1B, *p* < 0.001). Overall, these results revealed that LDHA is highly expressed in PTC patients, especially in those with later stages of the disease.

### High expression levels of LDHA are associated with aggressive clinicopathological features and poor prognosis

Next, we determined the expression of LDHA at both the mRNA and protein levels and found that they were much higher in PTC tissues than in paired normal tissues (Fig. 2A, B). The densitometric analysis of western blots is shown in Supplementary Fig 2A. To further explore the correlation between the expression of LDHA and clinicopathological features, 185 human specimens were subjected to immunohistochemical analysis (Fig. 2C). We found that LDHA was mainly located in the cytoplasm of PTCs. Univariate analysis showed that T stage, N stage, and TNM stage were significantly correlated with high LDHA levels (*p* < 0.05) (Supplementary Table 1).

**Fig. 2:**
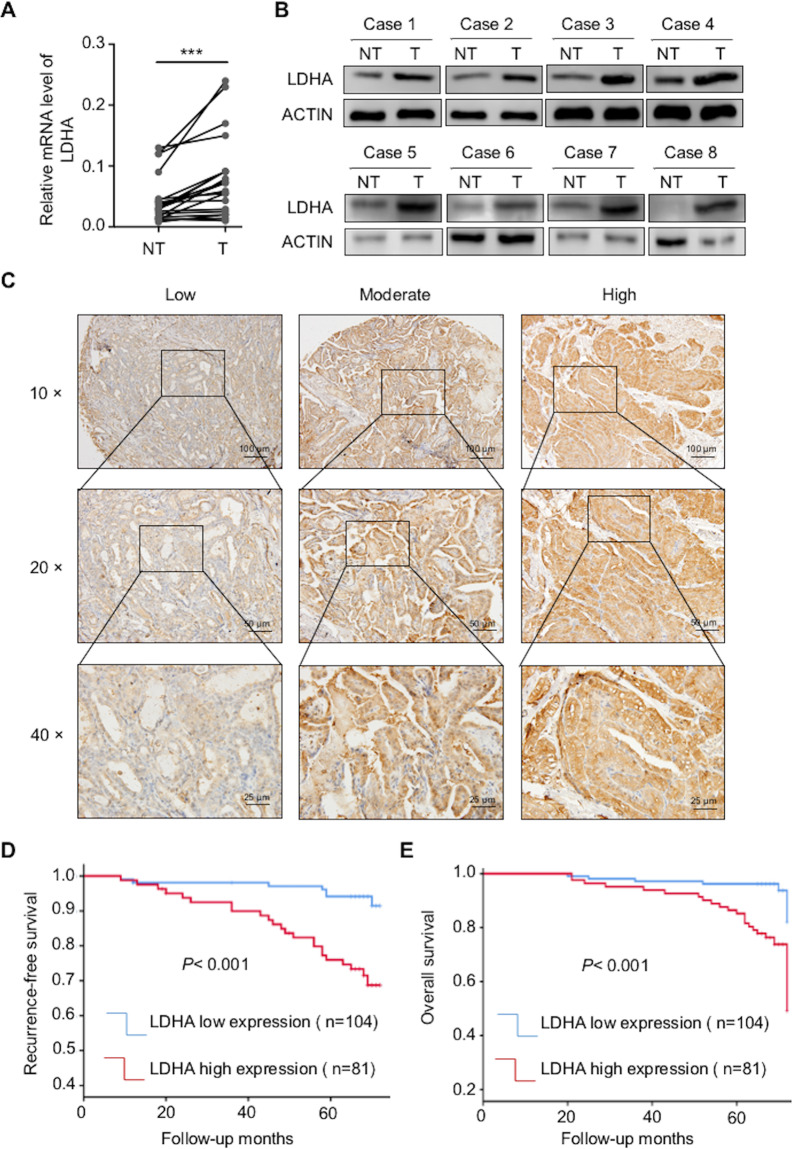
The expression of LDHA in PTCs and Kaplan–Meier estimates of the probability of OS and RFS in PTC patients. **A** Expression levels of LDHA mRNA in 20 paired normal tissues and primary tumor tissues. **B** Expression levels of LDHA in eight paired normal tissues and primary tumor tissues. **C** LDHA was found to be mainly located in the cytoplasm of PTCs. Representative IHC images of weak staining, moderate staining, and strong staining were shown. **D**, **E** Kaplan–Meier survival analysis showed that high LDHA levels were significantly associated with poor RFS and OS in PTC patients. All *p < 0.05, **p < 0.01, ***p < 0.001.

The median follow-up of the 185 patients was 65 months (range from 9 to 72 months). Among these patients, 30 experienced recurrence or persistent disease, and 21 died of cancer-related death or other reasons. Several factors, such as age, sex, TNM stage, multifocality, and LDHA expression level were included in the Cox proportional hazards model. The multivariate COX regression analysis showed that TNM stage (hazard ratio (HR) = 4.950, 95% confidence interval (CI) = 1.299–18.864, *p* = 0.019) and LDHA expression level (HR = 4.848, 95% CI = 1.890–12.44, *p* = 0.01) were independent factors of recurrence-free survival (RFS). In addition, TNM stage (HR = 5.414, 95% CI = 1.389–21.096, *p* = 0.015) and LDHA expression level (HR = 5.545, 95% CI = 2.026–15.175, *p* = 0.001) were independent factors of OS (Supplementary Table 2).

As the Kaplan–Meier curves showed in Fig. 2D, E, patients with higher LDHA expression levels had shorter RFS and OS than patients with lower LDHA expression levels. Overall, patients with high LDHA expression have a poor prognosis, thus indicating that LDHA is a potential prognostic marker for PTCs.

### LDHA promotes the migration and invasion of PTC cells in vitro and in vivo

Poor prognosis is closely related to metastasis, and the high LDHA level has been shown to be correlated with lymph node metastasis, as mentioned above. Thus, we investigated whether LDHA affected the migration or invasion of PTC cells. We detected the expression of LDHA in different cell lines by western blot and qPCR assays. Compared with those in Nthy-ori 3–1 cells, the protein and mRNA levels of LDHA were higher in B-CPAP and TPC-1 cells and lower in KTC-1 cells (Supplementary Fig 3A, B). Then, we knocked down LDHA in B-CPAP and TPC-1 cells and found that the migration and invasion abilities of these cells were significantly decreased (Fig. 3A, Supplementary Fig 3C, D). Moreover, the ectopic expression of LDHA promoted the migration and invasion of KTC-1 cells (Fig. 3B and Supplementary Fig 3D). Western blot and qPCR assays were used to confirm the efficiencies of the knockdown and overexpression of LDHA (Supplementary Fig. 3E, F).

**Fig. 3:**
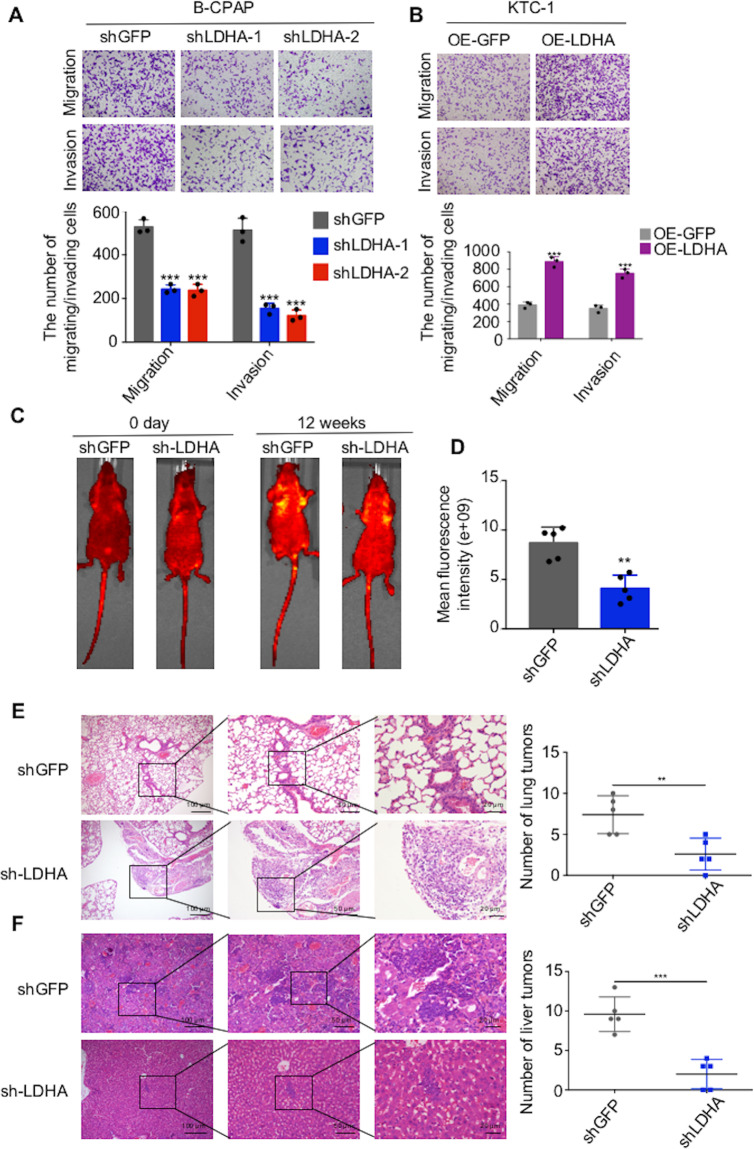
LDHA promotes the migration and invasion of PTC cells in vitro and in vivo. **A** B-CPAP cells were transfected with two different LDHA knockdown plasmids. Representative images of migration/invasion are shown. **B** Representative images of migrating/invading KTC-1 cells expressing LDHA. **C** In vivo bioluminescence images of B-CPAP cells transfected with the LDHA knockdown plasmid. **D** The mean fluorescence intensity of the LDHA knockdown group was significantly lower than that of the control group. **E** Representative images of lung metastatic foci. The number of lung metastatic foci was significantly lower in LDHA knockdown group than in control group. **F** Representative images of liver metastatic foci. The number of liver metastatic foci was significantly lower in LDHA knockdown group than in control group. The data are presented as the mean ± SD. All *p < 0.05, **p < 0.01, ***p < 0.001.

Furthermore, to explore the effect of LDHA in vivo, we established a lung metastasis model by directly injecting B-CPAP cells into the tail veins of mice (Fig. 3C). The IVIS images showed that the mean fluorescence intensity of the LDHA knockdown group was significantly lower than that of the control group (Fig. 3D). Additional H&E staining of the isolated lung and liver tissues confirmed that there were significantly fewer metastases in the LDHA knockdown group than in the control group (Fig. 3E, F). In brief, both the in vitro and in vivo results demonstrated the roles of LDHA in promoting PTC invasion and metastasis.

### LDHA promotes the proliferation and inhibits the apoptosis of PTC cells in vitro and in vivo

In addition to metastasis, tumorigenesis is also an important risk factor for poor prognosis. CCK-8 assays (Fig. 4A and Supplementary Fig 4A) and colony formation assays (Fig. 4D and Supplementary Fig 4B) revealed that LDHA knockdown in B-CPAP and TPC-1 cells significantly inhibited cell proliferation, whereas overexpression of LDHA in KTC-1 cells significantly promoted cell proliferation (Fig. 4B and E). Next, we applied the LDHA inhibitor FX11 to PTC cells, which significantly inhibited the activity of LDHA (Supplementary Fig 4C, D). CCK-8 (Fig. 4C and Supplementary 4E) and colony formation (Fig. 4F and Supplementary Fig 4F) assays showed that LDHA inhibition significantly inhibited cell proliferation. Furthermore, we examined the effect of LDHA on cell apoptosis by flow cytometry. LDHA knockdown and FX11-induced cell apoptosis (Fig. 4G, H and Supplementary Fig 4A, G, H).

**Fig. 4:**
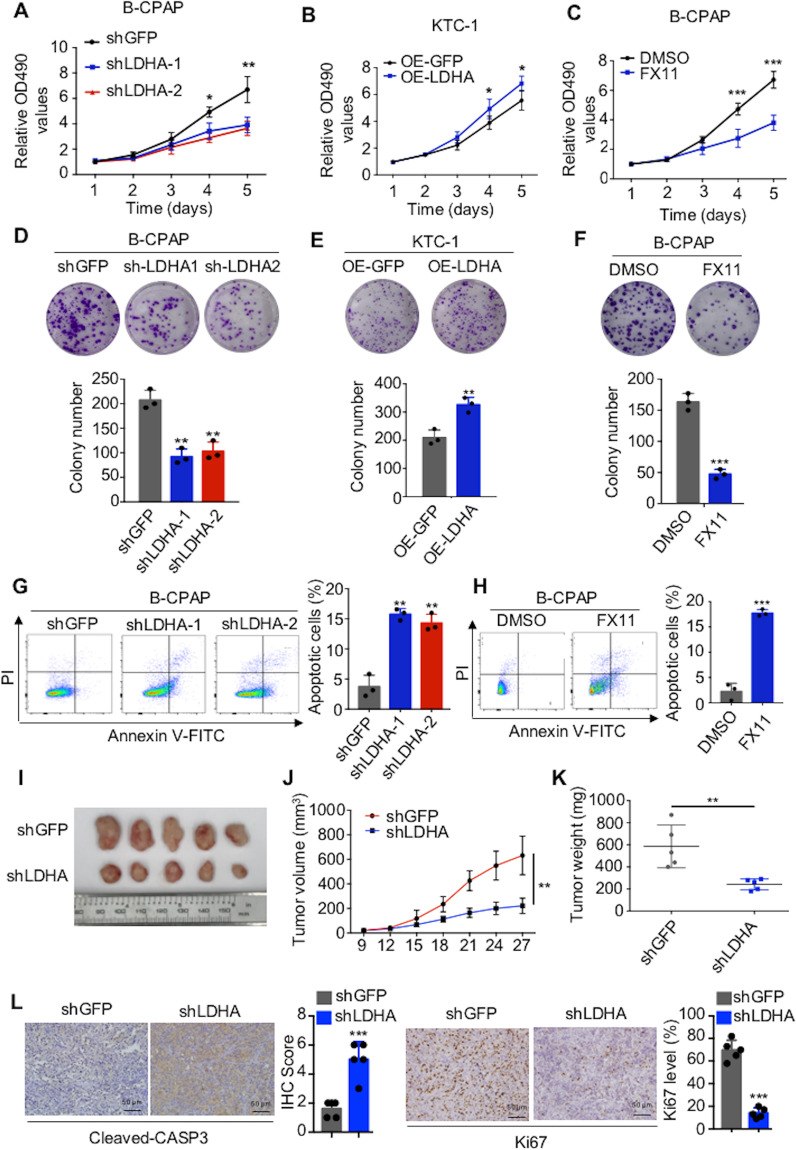
LDHA promotes the proliferation and inhibits the apoptosis of PTC cells in vitro and in vivo. **A**–**C** CCK-8 assays and **D**–**F** colony formation assays showed that LDHA knockdown or inhibition significantly suppressed cell proliferation in B-CPAP cells and that the overexpression of LDHA promoted cell proliferation in KTC-1 cells. **G**, **H** Flow cytometry indicated that LDHA knockdown or inhibition significantly induced cell apoptosis in B-CPAP cells. **I** Five representative tumors from LDHA knockdown cells are shown. Tumor volumes **J** are presented with growth curves, and tumor weights **K** were measured. **L** Representative IHC images of cleaved caspase 3 expression and Ki-67 staining in xenografted tumor specimens of control and LDHA knockdown mice are shown. The data are presented as the mean ± SD. All *p < 0.05, **p < 0.01, ***p < 0.001.

Moreover, to evaluate the effect of LDHA on tumorigenesis in vivo, we generated xenografts with B-CPAP cells stably knocking down LDHA. Compared with those of control group tumors, the volumes and weights of LDHA knockdown tumors were significantly decreased (Fig. 4I–K). In addition, xenografts isolated from LDHA knockdown mice showed significantly more apoptotic cells and fewer proliferating cells, as measured by cleaved caspase 3 and Ki-67 with IHC staining, respectively (Fig. 4L). Overall, LDHA played an important tumorigenic role in promoting PTC cell growth in vitro and in vivo.

### LDHA promotes EMT and sustains the normal mitochondrial function of PTCs

To assess the function of LDHA in PTCs, we performed transcriptome analysis through high-throughput RNA-Seq of control and LDHA knockdown cells. 

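LDHA, which encodes the subunit of lactate dehydrogenase targeted by the knockdown, was lower in both LDHA knockdown libraries than in both control libraries of B-CPAP cells. The gene lies on the plus strand of chromosome 11 of GRCh37 from 18416107 to 18429972. Its deposited values were 1186 and 1183 FPKM in the control libraries and 176 and 168 FPKM in the LDHA knockdown libraries. After TMM scaling, LDHA stood at 1057 ± 4.59 FPKM (SD, n = 2) in control cells and at 193 ± 12.6 FPKM (SD, n = 2) in LDHA knockdown cells. The log2 fold change was -2.46 (standard error 0.08, limma adjusted p = 0.0078 with Benjamini-Hochberg adjustment). Without control library 1 the limma adjusted p of LDHA was 0.15, and without control library 2 it was 0.13, at log2 fold changes of -2.46 and -2.45.

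B-CPAP is a cell line from papillary thyroid carcinoma. RNA from 2 libraries of cells carrying a hairpin against GFP (shGFP control) and 2 libraries of cells carrying a hairpin against LDHA was sequenced. The sources used here do not say whether the libraries with the same hairpin came from separate cultures, or whether the LDHA knockdown libraries carry the different LDHA hairpins of the other experiments, so p-values measure only the spread between these 4 libraries, which may be technical. The methods name Trim Galore (v0.5.0), STAR on hg19, HTSeq (v0.11.2) with GENCODE (v19), and TMM with edgeR (v3.26.8). The submitters' processing notes name Trim Galore, HISAT2 and hg38 instead of STAR and hg19. The table the authors deposited holds 59108 rows of FPKM with decimals, not read counts, so changes were tested with limma on log2(FPKM + 0.1), a scale that understates the change of low genes. The FPKM summed to 996249 and 1003696 in the control libraries and to 1119483 and 1144490 in the LDHA knockdown libraries. From the step between the low values of single-exon genes, the depth was estimated as 21400000 and 22500000 fragments in the control libraries and 18700000 and 25500000 in the LDHA knockdown libraries. Genes with at least 0.5 FPKM in at least 2 libraries were tested, which left 13291 rows. In the values as deposited the median of these genes was lower in the LDHA knockdown libraries by a log2 difference of -0.33, and TMM scaling removed this shift, so that all changes are relative to it unless given as deposited. A fit without 1 library takes its spread from the pair of the other group alone. The median absolute log2 difference was 0.124 in the control pair and 0.22 in the LDHA knockdown pair. Calls and p-values of such fits therefore cannot be compared with the main ones.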

Transcriptome analysis revealed that 283 genes were upregulated, whereas 1556 genes were downregulated, including ZEB1, CDH2, and TGFβR1 (Fig. 5A). 

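ZEB1, a transcription factor that drives EMT, and CDH2, the gene of N-cadherin, were lower in LDHA knockdown cells, and TGFBR1, the gene of a TGFβ receptor, did not pass the test. ZEB1 fell from 0.94 ± 0.19 to 0.302 ± 0.0024 FPKM (SD, n = 2 each, after TMM scaling), a log2 fold change of -1.36 (standard error 0.34, limma adjusted p = 0.045). CDH2 fell from 3.68 ± 0.040 to 1.43 ± 0.17 FPKM (SD, n = 2 each), a log2 fold change of -1.31 (standard error 0.18, limma adjusted p = 0.015). TGFBR1 stood at 1.52 ± 0.22 FPKM in control cells and at 0.929 ± 0.13 FPKM in LDHA knockdown cells (SD, n = 2 each), a log2 fold change of -0.65 (standard error 0.26, limma adjusted p = 0.12). As deposited, the log2 fold change of TGFBR1 was -0.96 (limma adjusted p = 0.051). The call of ZEB1, which lies near the limit on low FPKM, was lost without any 1 library, at a limma adjusted p of 0.17 and 0.21 without control libraries 1 and 2 and of 0.075 and 0.080 without LDHA knockdown libraries 1 and 2, and at 0.066 after offsets that remove a trend with transcript length. On GRCh37, ZEB1 lies on chromosome 10 from 31607424 to 31818742, CDH2 on chromosome 18 from 25512843 to 25757910 and TGFBR1 on chromosome 9 from 101866320 to 101916474.

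Of the genes tested, 2363 rose and 1780 fell in LDHA knockdown cells at a limma adjusted p under 0.05 after TMM scaling, so that 57.0% of these calls were higher. In the values as deposited 904 were higher and 3114 lower, so that 22.5% of the calls were higher. With upper quartile scaling 1895 were higher and 2458 lower (43.5% higher), and with the FPKM rescaled to an equal total per library (TPM), a scaling chosen after the data were seen, 609 were higher and 4519 lower (11.9% higher). At an unadjusted p under 0.05 with an absolute log2 fold change above 1, the limits printed in Fig. 6A, 992 genes were higher and 687 were lower after TMM scaling, against 479 higher and 1747 lower as deposited. Among protein-coding genes with a mean of at least 5 FPKM, the 10 with the largest rise were PTP4A3, a phosphatase, DEPP1, CCN5, SMIM1, FXYD2, CDK18, SLPI, a secreted protease inhibitor, TRAPPC6A, CDH16, a cadherin, and GOLT1A. PTP4A3 had a log2 fold change of 3.08 (standard error 0.16, limma adjusted p = 0.0078) and GOLT1A, the last of them, one of 2.36 (standard error 0.21, limma adjusted p = 0.0080). The 10 with the largest fall were KRTAP2-3, CHAC1, which degrades glutathione, MAT2A, which makes S-adenosylmethionine, LDHA, the chemokine gene CXCL1, PLCB4, FLG, CD3EAP, ODC1, the first enzyme of polyamine synthesis, and CPA4. MAT2A fell by 2.65 on the log2 scale (standard error 0.11, limma adjusted p = 0.0078) and ODC1 fell by 1.69 (standard error 0.07, limma adjusted p = 0.0078). PLCB4, a phospholipase gene, lost its call without any 1 library, with a limma adjusted p of 0.076 to 0.15. Without control library 1 or control library 2, 0 genes passed a limma adjusted p under 0.05, while 3395 and 3651 genes had an unadjusted p under 0.05.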

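In LDHA knockdown cells many listed genes of DNA replication fell and none rose, and more listed genes of mitosis fell than rose. Genes of mitophagy, of apoptosis and of cell migration moved in both directions. Of 43 genes of the G1/S transition and DNA replication, 22 fell, 0 rose and 21 did not pass (32 fell when adjusted over the list alone), among them CDC6, a licensing factor of replication origins (log2 fold change -1.28), CDC45 (-1.03) and MCM4 (-0.79). Of 54 genes of G2 and mitosis, 20 fell, 5 rose and 29 did not pass (25 and 9 when adjusted over the list alone), with SMC4, a condensin subunit, at -1.68 and MKI67, the gene of Ki-67, at -1.05. In the values as deposited 30 of them were lower and 0 higher. After offsets that remove a trend with transcript length, 17 fell and 1 rose. The camera test of limma against all other genes gave an adjusted p of 3.6e-08 for the first list and 0.0062 for the second. With an estimated correlation camera gave an adjusted p of 0.54 for both, although the estimates, -0.007 and -0.018, lay below the preset 0.01. None of the lists had an adjusted p under 0.54 in that form, which rests on 2 residual degrees of freedom and so does not decide.

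Of 29 genes of mitophagy, 5 rose and 3 fell (the same numbers when adjusted over the list alone), against 3 higher and 5 lower as deposited. PINK1, a kinase that marks damaged mitochondria, rose by 0.79 on the log2 scale (standard error 0.08, limma adjusted p = 0.0087), FKBP8, a mitophagy receptor, had a log2 fold change of 1.09 and VPS13D one of -1.10 (limma adjusted p = 0.060 after length offsets). The median of this list was -0.04 and its mean 0.06, and camera gave its direction as up. Of 18 assembly factors of complex I, 3 rose and 0 fell, NDUFAF3 at 0.94, ECSIT at 0.73 and DMAC1 at 0.48 (3 when adjusted over the list alone), against 1 higher and 2 lower as deposited, where ECSIT and DMAC1 did not pass. After length offsets 3 assembly factors rose and 4 fell, and the median of the list went from 0.117 to -0.094. Of 39 genes of apoptosis, 7 rose, among them BAD (1.02) and ENDOG (1.18), and 8 fell, among them the death receptor gene TNFRSF10B (-0.83) and MCL1 (-0.89), with 10 and 9 when adjusted over the list alone and 3 higher and 13 lower as deposited. Of 54 genes of cell migration, 8 rose, among them FSCN1 (0.68, with a limma adjusted p of 0.097 as deposited), and 15 fell, among them PLAU, the gene of urokinase (-0.94), and ELMO2 (-0.95), with the same numbers when adjusted over the list alone and 1 higher and 24 lower as deposited. After offsets that remove a trend with transcript length, 11 genes of migration rose and 11 fell.

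The camera test gave these lists an adjusted p of 0.84 for mitophagy, 0.23 for the assembly factors, 0.55 for apoptosis and 0.065 for migration, and for migration 0.017 as deposited and 0.032 with upper quartile scaling, in the direction of lower, but 0.55 with an estimated correlation after TMM scaling. Fisher's exact test of fallen genes, one-sided, gave an adjusted p of 0.41 for apoptosis and 0.018 for migration, and the test of risen genes gave 1 for migration. Calls of single genes were lost without control library 1 or 2. Without LDHA knockdown libraries 1 and 2 in turn, the median of the assembly factors was 0.226 and 0.086. In the same fits it was -0.318 and -0.292 for G2 and mitosis and -0.254 and -0.18 for migration.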

Global pathway analysis revealed that mitochondrial chain assembly, cell migration, and cell mitophagy were significantly enriched in the upregulated genes, whereas apoptotic process, cell growth, and cell migration were significantly enriched in the downregulated genes (Fig. 5B). 

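Some nuclear genes of complexes I to V of the respiratory chain rose in LDHA knockdown cells after TMM scaling and none fell, and genes of an EMT list moved in both directions with more falling than rising. Of 37 nuclear genes of complex I, the NADH dehydrogenase of the chain, 19 rose, 0 fell and 18 did not pass (25 rose when adjusted over the list alone). NDUFS7 had a log2 fold change of 1.07 (standard error 0.08, limma adjusted p = 0.0079), NDUFS8 one of 1.01 and NDUFB7 one of 1.11. Of 42 nuclear genes of complexes II to V, 20 rose, 0 fell and 22 did not pass (31 rose when adjusted over the list alone), among them ATP5F1D (1.02), a subunit of ATP synthase, COX8A (0.98) and CYC1 (1.01), the gene of cytochrome c1. Of 152 genes of EMT, 39 fell, 24 rose and 89 did not pass (41 and 26 when adjusted over the list alone). Those that fell include THBS1, the gene of thrombospondin 1 (-1.10), FN1, the gene of fibronectin (-1.12), and TPM1 (-1.01), and those that rose include SPP1, the gene of osteopontin (1.64), and SAT1 (1.28). The EMT list was written with Fig. 5C in view and holds the 31 genes drawn there that stand on a single row of the table. The complex I list holds 14 of the genes of Fig. 5E, so that neither count is independent evidence of a direction. Without the drawn genes 24 of 121 EMT genes rose and 11 fell, and 10 of 23 genes of complex I rose and 0 fell. Leaving out genes that were drawn because they changed shifts these counts by construction, so the reduced EMT counts show no direction either.

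Against all other genes, limma's camera test gave an adjusted p of 3.0e-06 for complex I, 8.6e-06 for complexes II to V and 0.13 for EMT, and with an estimated correlation an adjusted p of 0.57, 0.57 and 0.59. The estimated correlations were 0.614, 0.532 and 0.053, against the preset 0.01. Camera at the preset is therefore weak evidence for the lists of the respiratory chain. Fisher's exact test of fallen genes, one-sided, gave an adjusted p of 2.5e-04 for the EMT list with the drawn genes in it. In the values as deposited, 13 genes of complex I were higher and 2 lower (7 and 2 in TPM, a scaling chosen after the data were seen), 8 of complexes II to V were higher and 3 lower (6 and 6 in TPM), and 10 genes of EMT were higher and 54 lower. The log2 fold changes moved with transcript length over 12099 genes (Spearman's rho -0.41 across genes, which are not independent replicates), from a median of 0.55 in the tenth with the shortest transcripts to -0.44 in the tenth with the longest. The log2 fold changes also moved with GC content, at a rho of 0.395, and at 0.321 after the length offsets used below. The transcripts of complex I have a median length of 691 bases and those of EMT one of 3366 bases. Among random lists matched on length and mean FPKM, complexes II to V lay at percentile 90.4, inside their range. The matched lists were drawn from all genes, those of the chain included, so this percentile cannot show that length explains the rise. After length offsets, 9 genes of complex I rose and 0 fell, 9 of complexes II to V rose and 2 fell, and 25 genes of EMT rose and 34 fell. Calls of single genes were lost without control library 1 or 2. Without LDHA knockdown library 1 the median of complex I went from 0.72 to 0.83, and without library 2 to 0.48. The median of complexes II to V went from 0.634 to 0.825 and 0.462 in the same fits.

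**Figure D1:**
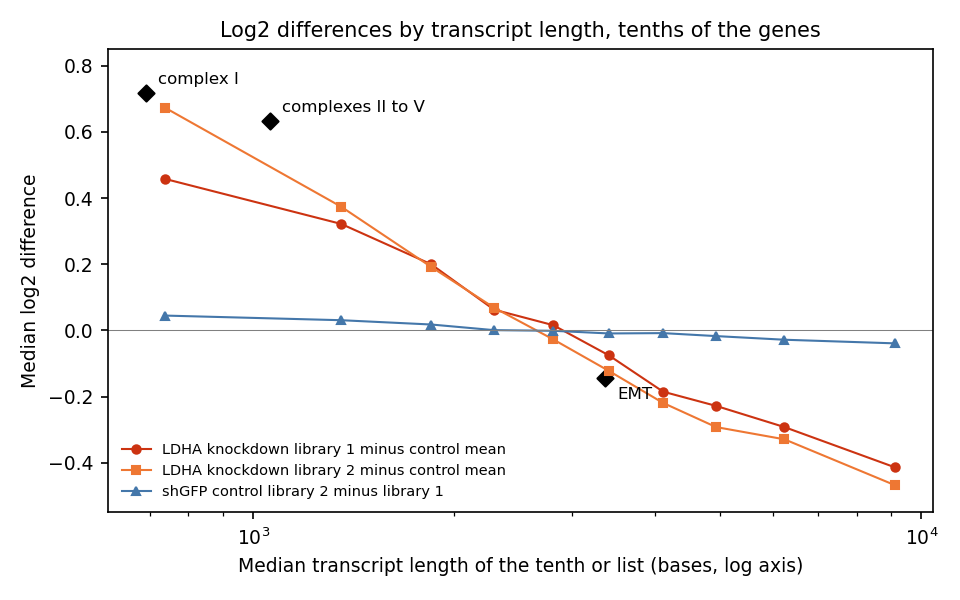
Median log2 difference after TMM scaling (vertical axis) against median transcript length in bases (horizontal log axis) for 10 equal groups of genes; circles and squares are the LDHA knockdown libraries against the control mean, triangles the difference of the control libraries, and diamonds the medians of 3 gene lists. The LDHA knockdown libraries go from 0.46 and 0.67 at the shortest to -0.41 and -0.47 at the longest transcripts, and the control pair from 0.05 to -0.04.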

Further analysis of the RNA-Seq data showed that the downregulated genes were involved in the EMT process and the upregulated genes were related to the mitochondrial respiratory chain complex (Fig. 5C, E). The representative genes were confirmed by qPCR (Fig. 5D, F). In summary, these results revealed that LDHA plays critical roles in the EMT process and maintains the normal function of mitochondria in PTCs.

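Messenger RNAs of the mitochondrial genome fell in LDHA knockdown cells, and several epithelial genes rose. Of the 13 protein genes of the mitochondrial genome, 10 fell, 1 rose and 2 did not pass (the same numbers when adjusted over the list alone). MT-ND5, a subunit of complex I, had a log2 fold change of -1.68 (standard error 0.12, limma adjusted p = 0.0078) and MT-ND6 one of -1.52, while MT-ND3 rose by 0.64; as deposited 10 were lower and 0 higher, and without LDHA knockdown library 2, 10 fell and 3 rose. Overlapping genes of this genome, MT-ND6 on its other strand and nuclear copies can share reads, so single values are uncertain. These 13 genes held 12.5% and 12.1% of the FPKM total in the control libraries and 8.04% and 5.47% in the LDHA knockdown libraries. Of 77 genes of the mitochondrial ribosome, 24 rose and 1 fell (27 and 1 when adjusted over the list alone), with MRPL28 at 0.71 and MRPS24 at 0.91, while after length offsets 9 rose and 13 fell and as deposited 5 were higher and 9 lower. Of 20 epithelial genes, 7 rose and 4 fell (9 and 4 when adjusted over the list alone, and 5 and 5 in TPM), with the tight junction gene TJP3 at 3.83, MUC1 at 2.02 and JUP, the gene of plakoglobin, at 1.41. CDH1, the gene of E-cadherin, was at or under 0.05 FPKM in all 4 libraries, and VIM, the gene of vimentin, had a log2 fold change of 0.20 (standard error 0.10, limma adjusted p = 0.18), and one of -0.13 as deposited.

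The camera test of limma gave an adjusted p of 0.0041 for the mitochondrial genes, 0.0058 for the mitochondrial ribosome and 0.078 for the epithelial genes, and with an estimated correlation an adjusted p of 0.59, 0.57 and 0.54. The estimated correlations were 0.974, 0.164 and -0.03, against the preset 0.01. Camera at the preset is therefore weak evidence for the first 2 of these lists. The mitochondrial ribosome had a camera adjusted p of 0.067 as deposited. Calls of single genes were lost without control library 1 or 2. Without LDHA knockdown libraries 1 and 2 in turn, the median of the mitochondrial ribosome was 0.341 and 0.225. From the lower EMT genes and the higher genes of the respiratory chain, with qPCR of representative genes, the paper concludes that LDHA acts in the EMT process and maintains the normal function of mitochondria in PTC.

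**Figure D2:**
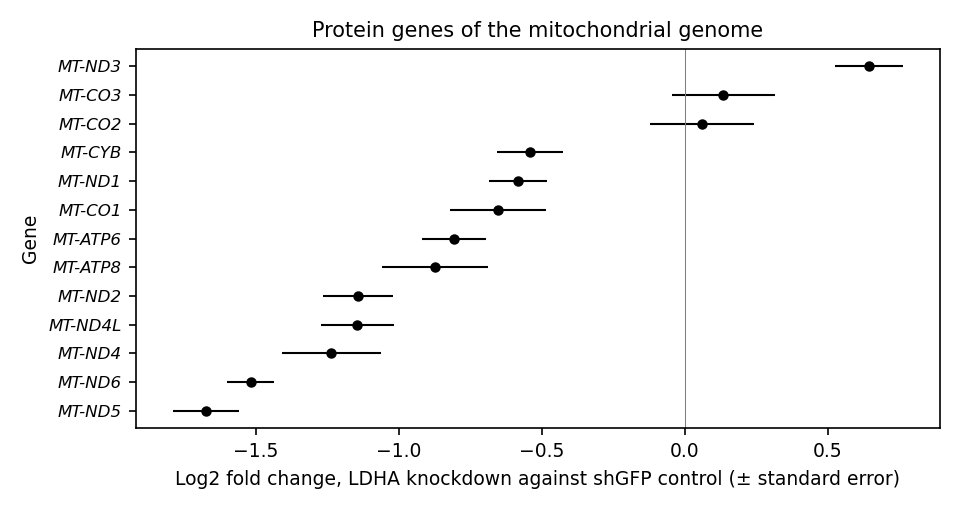
Log2 fold change of LDHA knockdown against shGFP control (horizontal axis) for the 13 protein genes of the mitochondrial genome (vertical axis), with bars of 1 standard error from limma on 2 libraries per group. The values go from -1.68 for MT-ND5 to 0.64 for MT-ND3.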

**Fig. 5:**
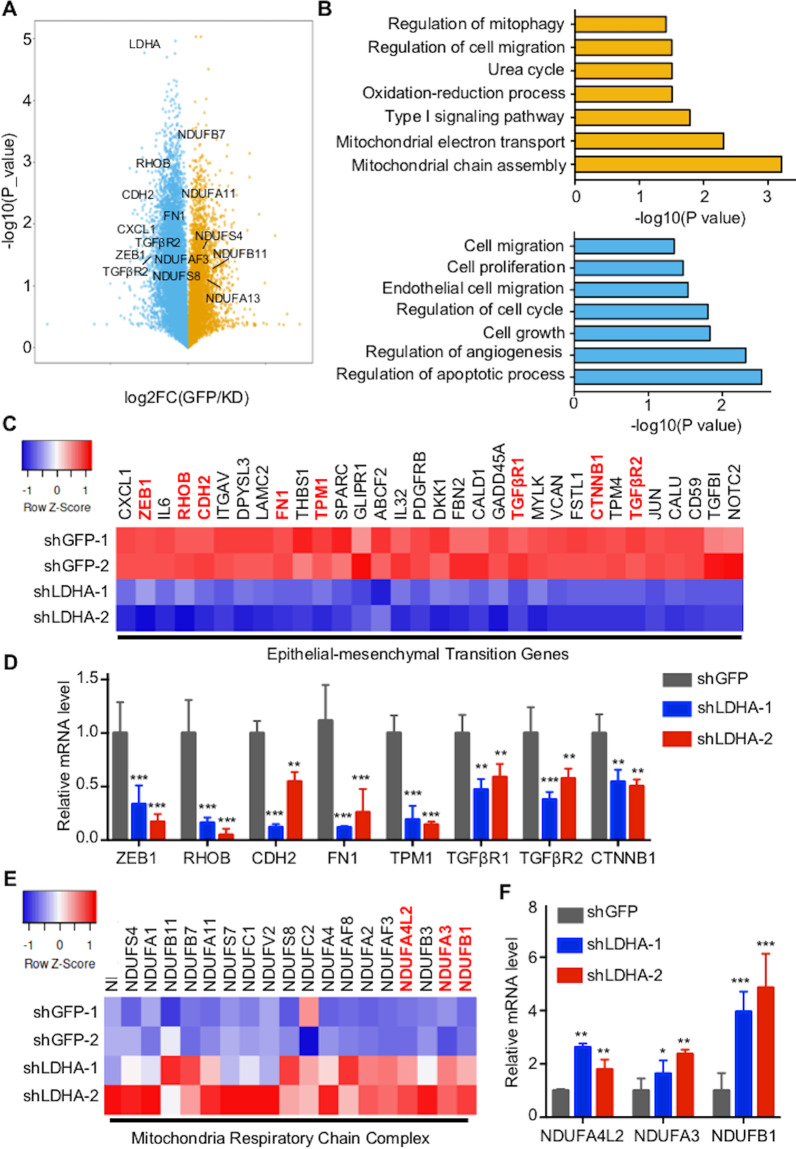
Discovery of LDHA regulated genes in PTC. **A** Volcano plot of the gene expression changes that occurred after LDHA knockdown in B-CPAP cells assayed by RNA-Seq. **B** Summary of the significantly enriched pathways in B-CPAP cells after LDHA knockdown. **C** Heatmap from the RNA-Seq data showing the differentially expressed genes involved in the EMT process. **D** qPCR analysis of representative genes related to the EMT process after LDHA knockdown. The expression data were normalized to that of Actin in GFP knockdown cells. **E** Heatmap of the RNA-Seq data show that the differentially expressed genes were related to the mitochondrial respiratory chain complex. **F** qPCR analysis of representative genes related to the mitochondrial respiratory chain complex after LDHA knockdown. All *p < 0.05, **p < 0.01, ***p < 0.001.

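The genes drawn in Fig. 5C were lower in both LDHA knockdown libraries than in both control libraries, after TMM scaling, for all 31 that stand on a single row of the table. Of these, 28 passed a limma adjusted p under 0.05, and the log2 fold changes went from -2.34 for CXCL1 to -0.55 for TGFBI, a matrix protein. The study chose them on these samples, so their count is not independent evidence of a direction of EMT genes. IL6, the interleukin 6 gene, fell by 1.57 on the log2 scale (standard error 0.16, limma adjusted p = 0.0095) and ITGAV, an integrin gene, by 1.12. SPARC, a matrix protein, fell from 706 and 714 FPKM as deposited to 354 and 234 FPKM. The 3 that did not pass were GADD45A (limma adjusted p = 0.063), NOTCH2 (limma adjusted p = 0.052) and TGFBR1. ABCF2, the remaining gene of Fig. 5C, stands on 2 rows of the table, at log2 fold changes of -0.84 and -1.54, and is uncertain. As deposited 30 of the 31 genes passed and after length offsets 24 did, and without control library 1 or 2 the calls were lost.

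**Figure D3:**
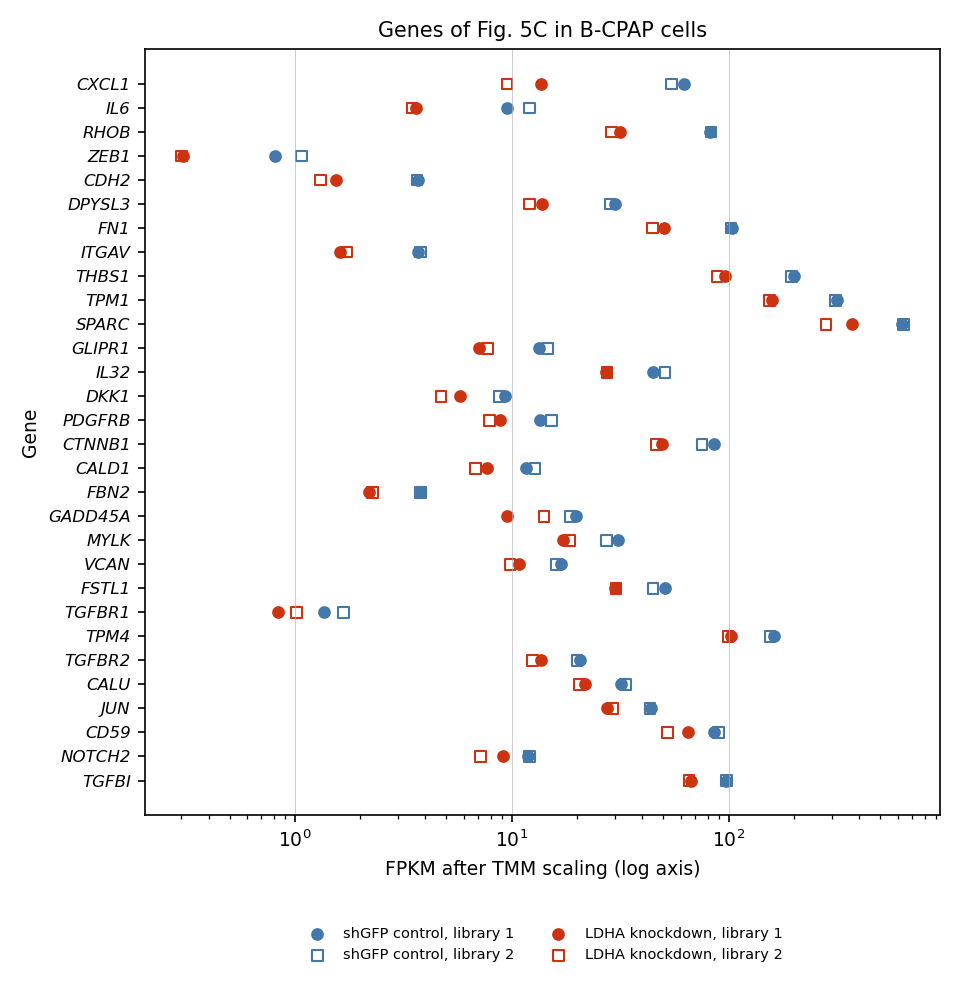
FPKM after TMM scaling (horizontal log axis) of 30 of the 31 genes of Fig. 5C that stand on a single row (vertical axis), ordered by log2 fold change; each symbol is 1 library, filled for library 1 and open for library 2. Both LDHA knockdown libraries lie below both control libraries for each gene drawn.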

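The 18 genes drawn in Fig. 5E were higher in both LDHA knockdown libraries than in both control libraries after TMM scaling, and 10 of them passed a limma adjusted p under 0.05. The study chose these genes on these samples, so their count is not independent evidence of a direction. NDUFS4, a subunit of complex I, had the largest log2 fold change of 1.33 (standard error 0.17, limma adjusted p = 0.013), and NDUFV2 the smallest, 0.53 (standard error 0.10, limma adjusted p = 0.026). NDUFB11 stood at 1.13 and NDUFA11 at 1.11. NDUFV2 did not pass as deposited (0.20, limma adjusted p = 0.19) or after length offsets (limma adjusted p = 0.68). In Fig. 5F the paper backs 3 of these genes by qPCR, a separate assay that was not re-examined here. In the RNA-Seq values these 3 did not pass. NDUFA4L2 had a log2 fold change of 0.86 (limma adjusted p = 0.068), NDUFA3 one of 0.86 (limma adjusted p = 0.054) and NDUFB1 one of 0.76 (limma adjusted p = 0.20). NDUFB1 was at 146 and 149 FPKM as deposited in the control libraries and at 143 and 276 FPKM in LDHA knockdown libraries 1 and 2. In 5 of the 18 genes, LDHA knockdown library 2 was over 1.5 times as high as library 1 in the values as deposited. The same library held 3.53% of its FPKM total in rows with no gene name, against 0.361% to 0.440% in the others. As deposited 9 of the 18 genes passed, after length offsets 7 did, and without control library 1 or 2 the calls were lost.

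**Figure D4:**
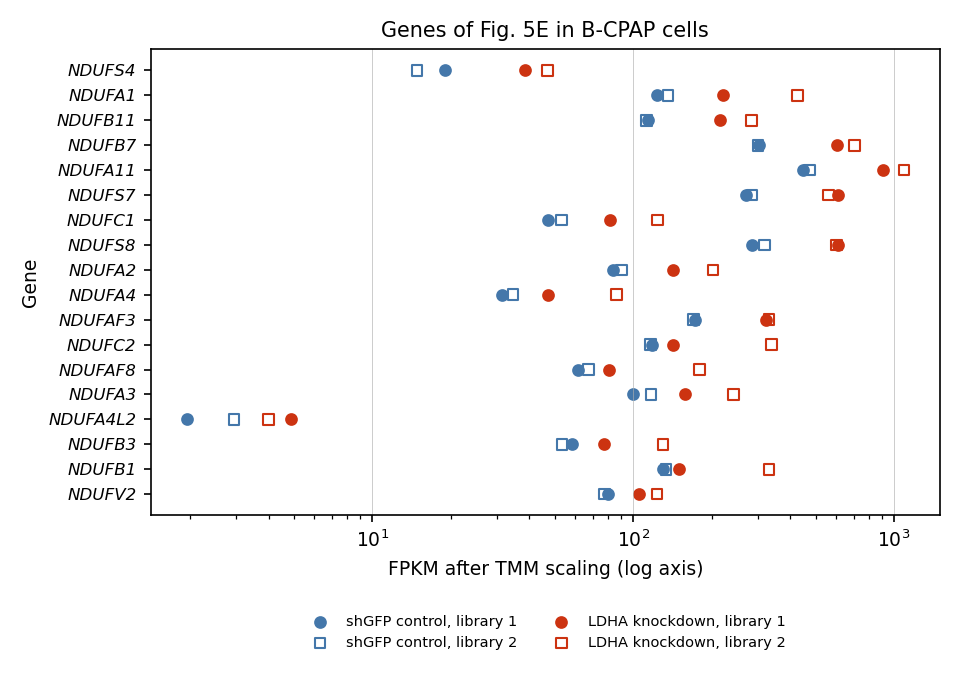
FPKM after TMM scaling (horizontal log axis) of the 18 genes of Fig. 5E (vertical axis), ordered by log2 fold change; each symbol is 1 library, filled for library 1 and open for library 2. Both LDHA knockdown libraries lie above both control libraries for each gene; as deposited, LDHA knockdown library 1 lies below them for NDUFB1.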

### LDHA promotes the transcription of genes involved in the EMT process

Then, the molecular mechanism by which LDHA knockdown inhibits the migration and invasion of PTCs was determined. Recently, it has been demonstrated that H3K27ac marks active promoters and enhancers and is thus an indicator of gene expression^36^. Previously, we performed a ChIP-Seq analysis of H3K27ac modification in PTC^23^. An integrative analysis of transcriptome data and ChIP-Seq H3K27ac modification data was performed. Approximately 76.1% of downregulated genes overlapped with the ChIP-Seq H3K27ac data (Fig. 6A). GO analysis showed that these genes were mainly enriched in cell division, microtubule-based movement, and regulation of cell growth (Fig. 6B). EMT-relative genes, including CTNNB1, RHOB, and TGFβR1 had strong H3K27ac signals (Fig. 6C). Then, we verified the representative genes through ChIP-qPCR of H2K27ac and found that LDHA knockdown significantly decreased the transcription levels of CTNNB1, RHOB, and TGFβR1 (Fig. 6D).

**Fig. 6:**
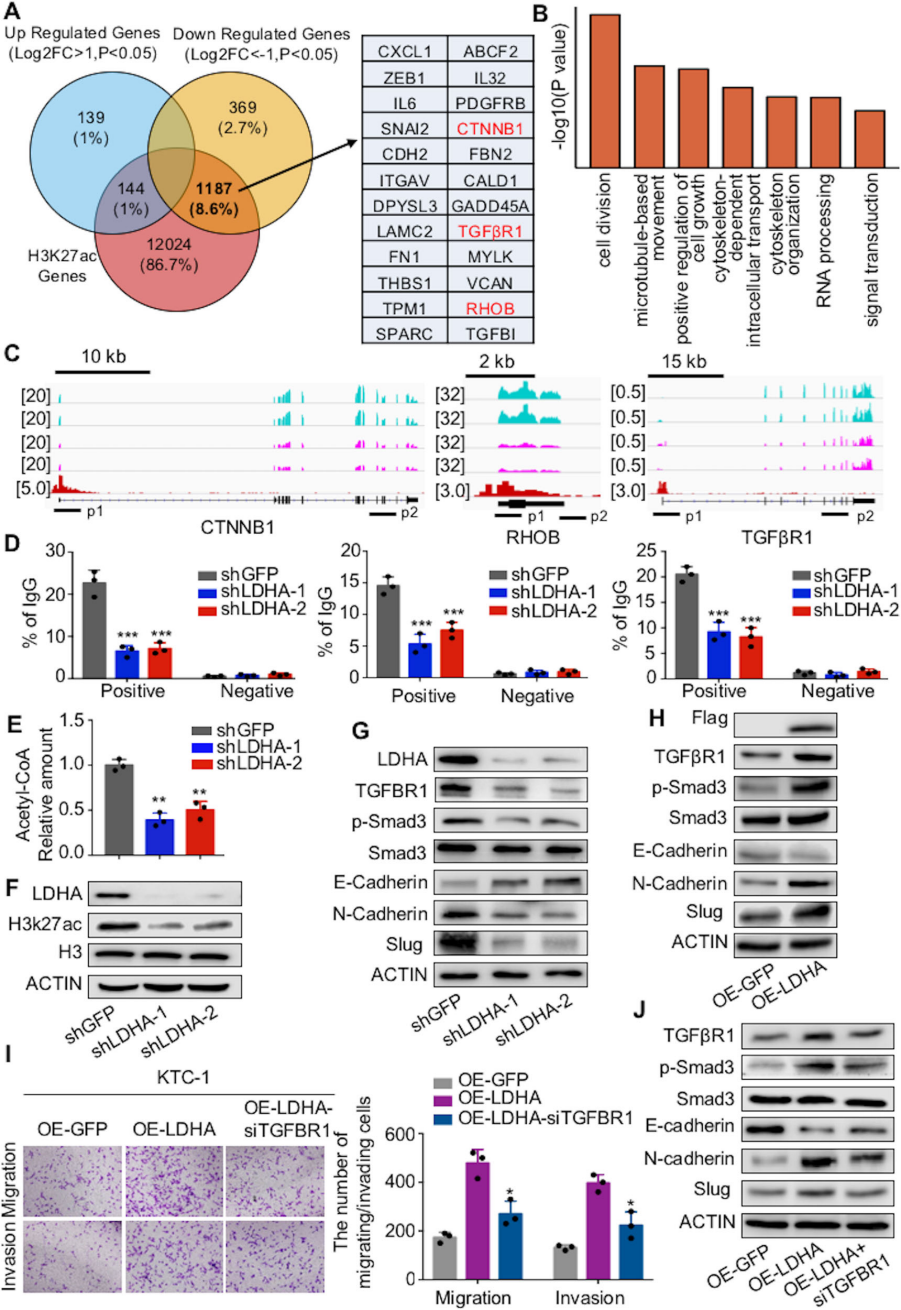
LDHA promotes the transcription of genes involved in the EMT process. **A** Venn diagram illustrating the overlap between genes from the RNA-Seq data after LDHA knockdown and genes from the ChIP-Seq data of H3K27ac modification in B-CPAP cells. **B** Summary of the significantly enriched pathways of the downregulated genes bound by H3K27ac. **C** RNA-Seq peaks of CTNNB1, RHOB, and TGFβR1 treated with LDHA knockdown, as well as H3K27ac binding peaks, are shown. **D** ChIP-qPCR was performed with B-CPAP cells using H3K27ac and IgG antibodies to determine the expression levels of CTNNB1, RHOB, and TGFβR1. **E** Intracellular acetyl-CoA levels were measured in B-CPAP cells treated with LDHA knockdown. **F** H3K27ac levels were decreased after LDHA knockdown in B-CPAP cells. **G**, **H** Western blot assays showed the changes in TGFβR1, phosphorylated Smad3, E-cadherin, N-cadherin, and Slug in B-CPAP cells with LDHA knockdown and in KTC-1 cells expressing LDHA. **I** Transwell assays indicated that the knockdown of TGFβR1 partially reversed the increased migration and invasion ability of KTC-1 cells expressing LDHA. The data are presented as the mean ± SD. **J** KTC-1 cells stably expressing LDHA were infected with siRNA targeting TGFβR1. Western blotting was used to detect the expression levels of TGFβR1 and the phosphorylation levels of Smad3, E-cadherin, N-cadherin, and Slug. All *p < 0.05, **p < 0.01, ***p < 0.001.

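CTNNB1, the gene of β-catenin, and RHOB, a small GTPase gene, fell in LDHA knockdown cells. CTNNB1 went from 80.6 ± 7.4 to 47.6 ± 2.1 FPKM (SD, n = 2 each, after TMM scaling), a log2 fold change of -0.76 (standard error 0.10, limma adjusted p = 0.013). RHOB went from 82.5 ± 0.64 to 30.2 ± 1.9 FPKM (SD, n = 2 each), a log2 fold change of -1.45 (standard error 0.08, limma adjusted p = 0.0078). On GRCh37, CTNNB1 lies on chromosome 3 from 41236232 to 41301587 and RHOB on chromosome 2 from 20646835 to 20649201. SNAI2, the gene of Slug, had a log2 fold change of -0.62 (standard error 0.22, limma adjusted p = 0.10). The value of TGFBR1, which did not pass, is given beside Fig. 5A. The calls of CTNNB1 and RHOB were lost without control library 1 or 2.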

Decreased histone acetylation may be due to the low intracellular acetyl-CoA level, which links metabolism with chromatin remodeling^25,26^. Because the production of acetyl-CoA relies on normal mitochondrial function, we measured the intracellular acetyl-CoA levels in LDHA knockdown cells. LDHA knockdown significantly decreased the intracellular acetyl-CoA level (Fig. 6E and Supplementary Fig 5A). The total H3K27ac level decreased after LDHA knockdown (Fig. 6F and Supplementary Fig 5B). In addition to H3K27ac, we also detected the levels of other epigenetic markers, including H3K27me3 and H3K36me3. We did not observe changes after LDHA knockdown (Supplementary Fig 5C), while ChIP-qPCR analysis of H3K27me3 and H3K36me3 showed that the transcription levels of CTNNB1, RHOB, and TGFβR1 were significantly decreased after LDHA knockdown (Supplementary Fig 5D, E). Furthermore, western blot analysis revealed that the epithelial marker E-cadherin was negatively regulated by LDHA, while TGFβR1, the EMT-related transcription factor Slug and mesenchymal markers, including N-cadherin and vimentin, were positively regulated (Fig. 6G, H and Supplementary Fig 5F).

To investigate whether LDHA regulates the EMT process through TGFβR1 signaling, we transiently transfected KTC-1 cells with siRNA to inhibit the transcription of TGFβR1 (Supplementary Fig 5G). Our results showed that TGFβR1 knockdown abolished the positive effects of LDHA on cell migration and invasion (Fig. 6I). Additionally, the increased expression of E-cadherin and decreased expression of Slug, N-cadherin, and vimentin were partly blocked by TGFβR1 knockdown (Fig. 6J). Taken together, these results indicated that LDHA induced EMT-related genes transcription to promote the migration and invasion of PTC cells.

### LDHA regulates tumorigenesis and autophagy through the AMPK signaling pathway

GSEA of data from the TCGA database showed that LDHA was correlated with AMPK signaling, autophagy, and apoptosis in PTCs (Fig. 7A, B and Supplementary Fig 6A). As a metabolic checkpoint, AMPK is involved in the tumorigenesis and progression of many kinds of cancers^30^. Thus, we further explored whether the AMPK signaling pathway plays an important role in the molecular regulation by which LDHA alters PTC cell tumorigenesis.

**Fig. 7:**
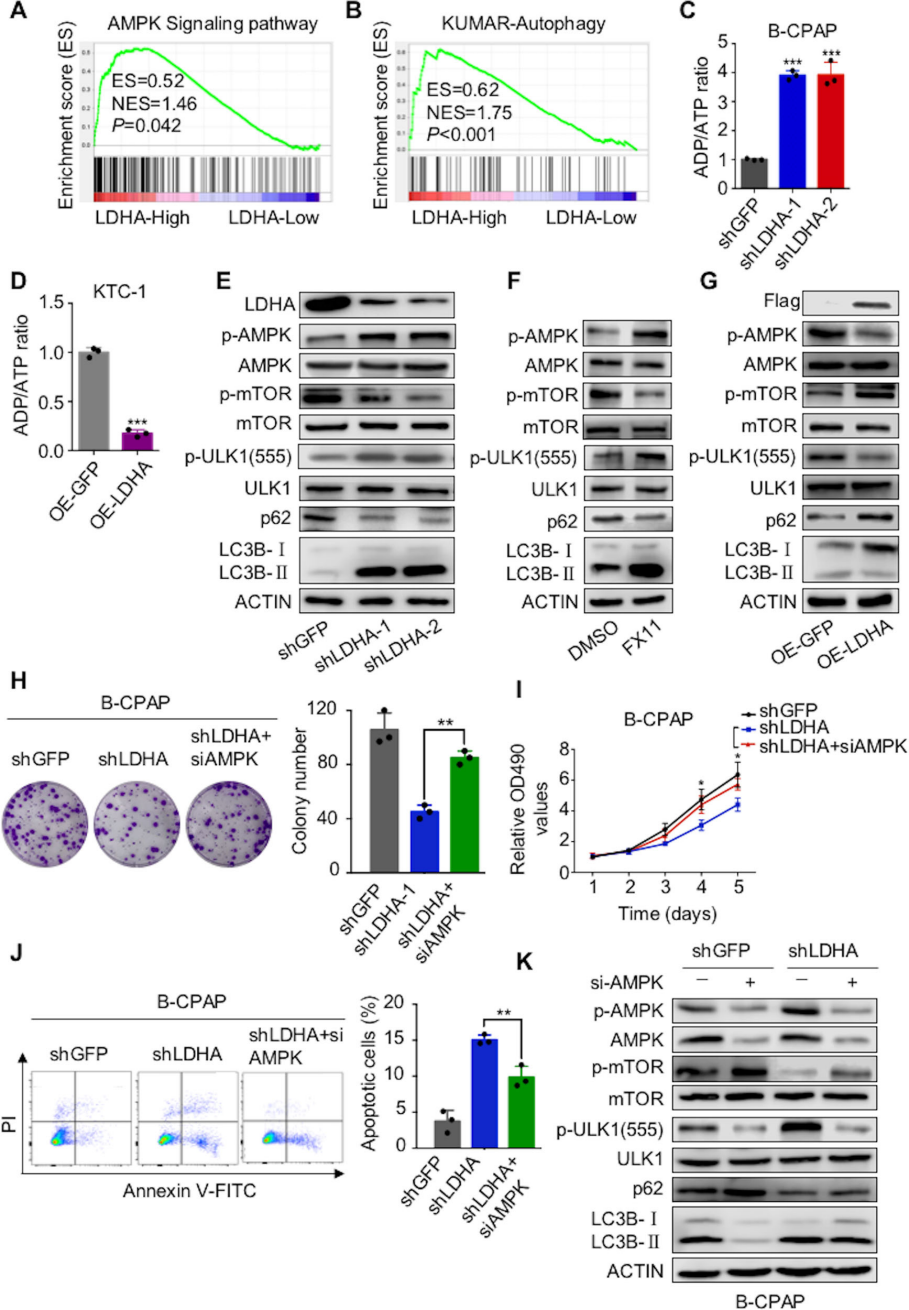
LDHA regulates tumorigenesis and autophagy through the AMPK signaling pathway. **A**, **B** Gene expression data acquired from the TCGA database were subjected to GSEA v2.2.0; the results showed that LDHA expression was correlated with AMPK signaling and autophagy-related pathways. **C**, **D** The ADP/ATP ratio assay showed that LDHA knockdown increased the ADP/ATP ratio in B-CPAP cells, whereas overexpression of LDHA decreased the ADP/ATP ratio in KTC-1 cells. **E**–**G** Western blotting was used to detect phosphorylated AMPK, phosphorylated mTOR, phosphorylated ULK1, p62, and LC3BII/I in B-CPAP cells treated with LDHA knockdown or FX11 (10 μM for 24 h) and in KTC-1 cells treated with LDHA expressing. Colony formation assay **H** and CCK-8 assay **I** showed that AMPK knockdown partially attenuated the inhibited proliferation induced by LDHA knockdown in B-CPAP cells. **J** Flow cytometry indicated that AMPK knockdown partially reversed the apoptosis induced by LDHA knockdown in B-CPAP cells. **K** B-CPAP cells stably knocking down LDHA were infected with siRNAs targeting AMPK. Western blotting was used to detect phosphorylated AMPK, phosphorylated mTOR, phosphorylated ULK1, p62, and LC3BII/I expression levels. The data are presented as the mean ± SD. All *p < 0.05, **p < 0.01, ***p < 0.001.

First, we examined the ADP/ATP ratio, which is known to signal AMPK signaling, and found that LDHA knockdown increased the ADP/ATP ratio, while ectopic LDHA expression decreased the ratio (Fig. 7C, D and Supplementary Fig 6B). Furthermore, western blot analysis showed that when LDHA was knocked down or inhibited, the phosphorylated AMPK level was increased (Fig. 7E, F and Supplementary Fig 6C, D). As the key downstream target of AMPK signaling, mTOR is involved in cell growth, cell proliferation, and cell survival processes^37^. LDHA knockdown or inhibition decreased the phosphorylation level of mTOR. ULK1 is another node at which AMPK regulates a specific cellular process, autophagy^30^. Western blot analysis demonstrated that when LDHA was knocked down or inhibited, the ULK1 phosphorylation level increased and autophagy was activated, which was indicated by the decrease in p62 and the increase in LC3BII/I (Fig. 7E, F and Supplementary Fig 6C, D). To further validate the activation of autophagy, we overexpressed RFP-LC3 in PTC cells and found that LDHA knockdown or inhibition significantly increased LC3 puncta (Supplementary Fig 6E, F). At the same time, ectopic LDHA expression inhibited AMPK signaling, which was indicated by the upregulation of the phosphorylated level of mTOR and the downregulation of the phosphorylated level of ULK1. In addition, the overexpression of LDHA led to the inhibition of autophagy, which was indicated by the increase in p62 and the decrease in LC3BII/I (Fig. 7G).

Furthermore, we investigated the function of LDHA mediated by AMPK signaling. Colony formation (Fig. 7H and Supplementary Fig 6G) and CCK-8 (Fig. 7I and Supplementary Fig 6H) assays showed that the knockdown of AMPK significantly reversed the positive effects of LDHA on cell proliferation. Flow cytometry showed that AMPK knockdown abolished the inhibitory effects of LDHA on cell apoptosis (Fig. 7J and Supplementary Fig 6I). In addition, the downregulation of phosphorylated mTOR and the upregulation of phosphorylated ULK1 were partly rescued by incubation with AMPK siRNA. Meanwhile, the activation of autophagy induced by LDHA knockdown was partly blocked by AMPK knockdown (Fig. 7K and Supplementary Fig 6J).

### The combination of FX11 and HCQ synergistically inhibits tumorigenesis in vitro and in vivo

Western blot analysis showed that HCQ inhibited the autophagy induced by LDHA knockdown (Fig. 8A and Supplementary Fig 7A). Autophagy is activated by LDHA knockdown and plays protumor and antitumor roles in cancers^38^. Then, we combined the autophagy inhibitor HCQ, which inhibits autophagy by preventing lysosomes from degrading and recycling the materials engulfed in the autophagosome, with FX11 in PTCs. We found that FX11 and HCQ alone could induce cell apoptosis to some extent, while their combination led to a better response (Fig. 8B and Supplementary Fig 7B). Western blot analysis also indicated that FX11 combined with HCQ significantly upregulated the cleaved caspase 3 levels (Fig. 8C and Supplementary Fig 7C).

**Fig. 8:**
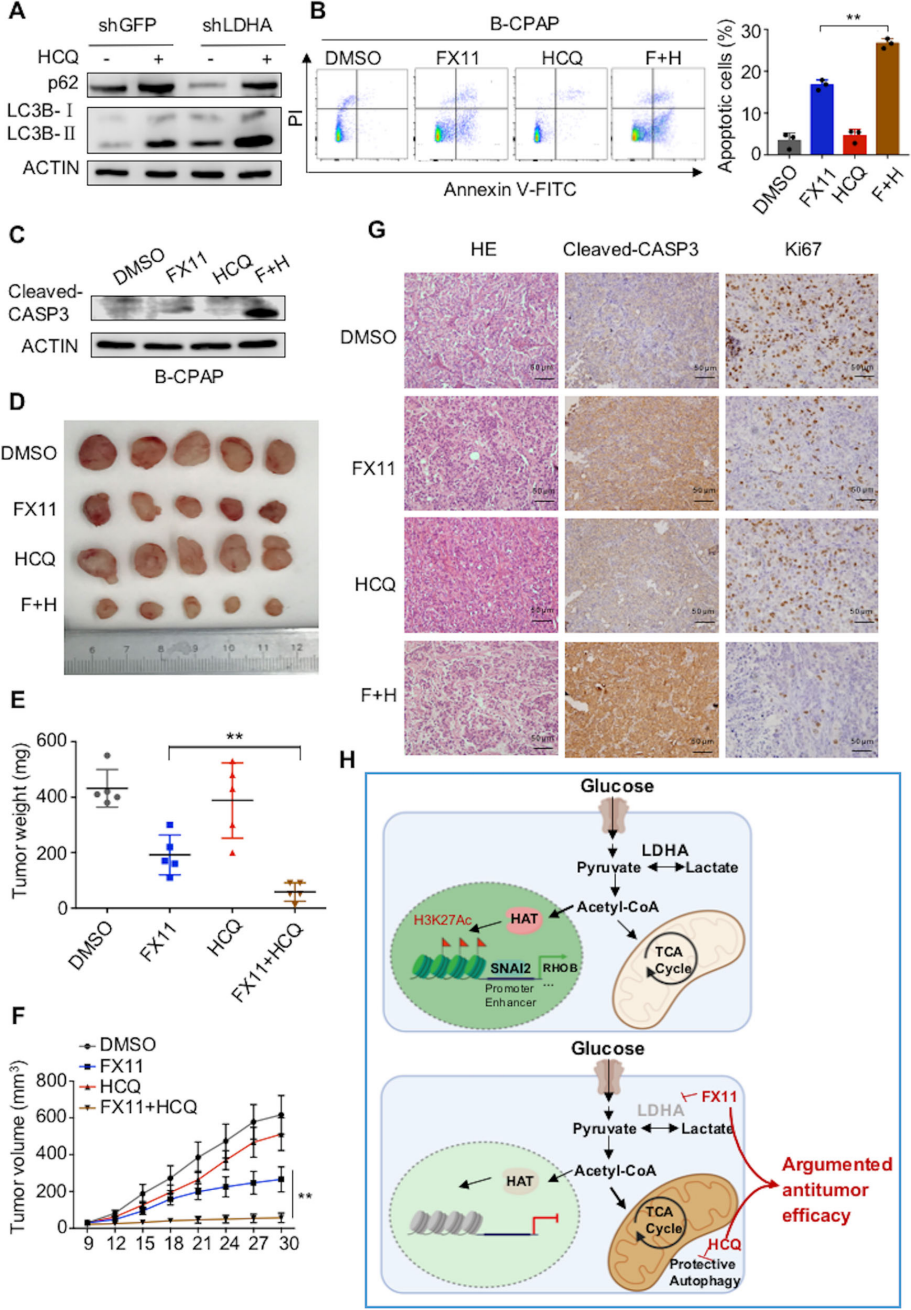
HCQ enhanced the antitumor effect of FX11 in vitro and in vivo. **A** B-CPAP cells with stable LDHA knockdown were treated with the autophagy inhibitor hydroxychloroquine (HCQ). Western blotting was used to detect p62 and LC3BII/I levels. **B** Apoptosis of B-CPAP cells exposed to 10 μM of FX11 for 24 h with/without HCQ (10 μM for 24 h) was detected by flow cytometry. The data are expressed as the mean ± SD. **C** B-CPAP cells were exposed to FX11 (10 μM for 24 h) with/without HCQ (10 μM for 24 h), and western blotting was used to detect cleaved caspase 3 levels. **D** FX11 (3 mg/kg) with/without HCQ (60 mg/kg) was given to mice bearing papillary thyroid tumors for 21 days. Tumor weights were measured on day 30 **E**, and tumor volumes **F** are presented with growth curves. The data are presented as the mean ± SD. **G** H&E staining and representative IHC images of cleaved caspase 3 expression and Ki-67 staining of xenografted tumor specimens from the FX11 with/without HCQ groups are shown. All *p < 0.05, **p < 0.01, ***p < 0.001.

Moreover, to determine the effect of the combination of FX11 and HCQ in vivo, 20 female BALB/c nude mice were subcutaneously injected with B-CPAP cells and treated with FX11 and HCQ (Fig. 8D). The results showed that the tumor weights and tumor volumes were significantly inhibited by FX11, while the combination of FX11 and HCQ resulted in greater tumor suppression (Fig. 8E and F). Neither FX11 nor HCQ led to significant weight loss in the mice (Supplementary Fig 7D). IHC staining of tumors showed that the combination of FX11 and HCQ could significantly increase the expression of cleaved caspase 3 and decrease the expression of Ki-67 in vivo (Fig. 8G and Supplementary Fig 7E). Overall, HCQ could significantly enhance the antitumor effect of FX11 in vitro and in vivo.

## Discussion

In this study, we determined that in addition to energy supply, LDHA was also involved in glucose metabolism, maintaining the production of acetyl-CoA. Some acetyl-CoA goes to the TCA cycle to produce ATP, whereas some acetyl-CoA participates in histone 3 lysine 27 acetylation. When LDHA was knocked down or inhibited, the intracellular acetyl-CoA level was decreased, leading to EMT-related gene transcription inhibition. Meanwhile, protective autophagy was activated via AMPK signaling due to the downregulation of LDHA, and the inhibition of autophagy augmented the antitumor effect of FX11 in PTCs (Fig. 8H).

EMT is thought to occur in the process of thyroid cancer invasion and metastasis, especially in PTC^39^. LDHA leads to EMT-like changes to promote cell migration and invasion in various cancers^15,40,41^. In this research, we integrated gene expression data with genomic mapping of the H3K27ac binding profile to assess how alterations in histone acetylation by LDHA knockdown affect the transcriptomic landscape of PTCs. We found that by regulating the intracellular acetyl-CoA level, LDHA gained the H3K27ac mark at the regulatory regions of EMT-related genes. Histone acetylation requires acetyl-CoA as a substrate, with glucose being a critical source. Low acetyl-CoA levels after LDHA knockdown suggest two possibilities: (1) less citrate can be exported from mitochondria for acetyl-CoA regeneration owing to enhanced TCA cycle activity^27^; and (2) LDHA downregulation leads to an impairment in mitochondrial function, which induces an inability of the metabolic pathway to synthesize sufficient acetyl-CoA^42^. However, the detailed molecular events following LDHA and acetyl-CoA merit further research. In addition, the loss of H3K27ac can further recruit more repressive marker (H3K27me3) and evict active marker (H3K36me3) from EMT gene promoters, consequently modulating the transcription of EMT genes. In addition to H3K27ac, recent research also showed that the epigenetic modification of histone lysine residue lactylation could also stimulate gene transcription directly^43^. The relationship between LDHA and the lactylation of EMT-related genes also needs to be further explored.

The exploration of the biological function of LDHA suggested that the inhibition of LDHA suppressed tumor growth in vitro and in vivo, which is consistent with the findings of the previous studies^13,20,44^. In addition, FX11, an inhibitor of LDHA, has been determined to have preclinical efficiency in prostate cancer, osteosarcoma, pancreatic cancer, and lymphoma^17,19,45,46^. Our data also showed that FX11 had an antitumor effect on PTCs in vitro and in vivo. However, in a pancreatic cancer model, research revealed that FX11 as monotherapy had no effect on tumor growth. This was owing to the sensitivity to LDHA inhibition in pancreatic cancer depending on the status of TP53, with TP53 wild-type patients showing complete resistance to FX11 and TP53 mutant patients showing a therapeutic response^47^. As a downstream target of TP53, TIGAR could lower glycolytic flux and reduce the sensitivity of cancers to reactive oxygen species-related apoptosis^48,49^. Of note, the expression of TIGAR was higher in wild-type TP53 but lower in mutant TP53. This may be the potential mechanism by which pancreatic cancer shows different responses to LDHA inhibitors. However, whether the correlation between TIGAR and TP53 exists in PTCs needs to be further investigated.

We observed that autophagy was induced by LDHA inhibition. In recent years, autophagy has been found to play a dual role in the development and progression of tumors^50^. On the one hand, it suppresses tumorigenesis by inducing cancer cell death and inhibiting cell survival^38^. On the other hand, it can protect cells from undergoing programmed cell death, which provides proof for why the inhibition of autophagy could enhance the effect of other agents^31,51,52^. In PTC cells, it showed that vemurafenib not only inhibited the proliferation of cancer cells but also induced a high level of autophagy and the inhibition of autophagy augmented the efficiency of vemurafenib^53^. Similarly, we combined FX11 with HCQ, which is under clinical trials, in PTC cells and found that the inhibition of autophagy augmented the antitumor effect of FX11 in vitro and in vivo. This finding indicated that the autophagy induced by LDHA knockdown may play a protective role in PTC cells.

## Conclusion

In summary, for the first time, our research showed that LDHA is a potential biomarker and a valuable therapeutic target for PTCs. Moreover, FX11 combined with HCQ augmented the antitumor effect in PTCs, which shed light on this combination strategy in the treatment of PTCs.

## Supplementary information

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6-1

Figure S6-2

Figure S7

Supplementary Information

## Data Availability

The data sets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: LDHA induces EMT gene transcription and regulates autophagy to promote the metastasis and tumorigenesis of papillary thyroid carcinoma
**Source:** Cell Death Dis. 2021 Apr 1;12(4):347. doi: 10.1038/s41419-021-03641-8
**Supplement:** Supplementary file 9 — Supplementary Information

**LDHA induces EMT gene transcription and regulates autophagy to promote the metastasis and tumorigenesis of papillary thyroid carcinoma**

Xiukun Hou, Xianle Shi, Wei Zhang, Dapeng Li, Linfei Hu, Jihong Yang, Jingzhu Zhao, Songfeng Wei, Xi Wei, Xianhui Ruan, Xiangqian Zheng, and Ming Gao

**Supplementary Figures**

**Fig S1 Bioinformatics analysis of enzymes involved in glucose metabolism and identifies LDHA as a candidate target for PTCs.** (A) The expression of genes involved in glucose metabolism in primary tumor tissues verse normal tissues. (B) Patients with extrathyroidal extension had higher LDHA levels than those without extrathyroidal extension. All **p*<0.05, ** *p*<0.01, *** *p*<0.001.

**Fig S2 The expression of LDHA in PTCs and Kaplan–Meier estimates of the probability of OS and RFS in PTC patients.** (A) Densitometric analysis showed a higher LDHA level in tumor tissues than in normal tissues when normalized to the actin expression level.

**Fig S3 LDHA promotes the migration and invasion of PTC cells *in vitro* and *in vivo*.** Protein (A) and mRNA (B) expression levels of LDHA in common thyroid carcinoma cell lines. (C) Representative images of migrating and invading TPC-1 cells with LDHA knockdown. (D) Cell migration was analyzed by wound-healing assay in B-CPAP and TPC-1 cells with LDHA knockdown and in KTC-1 cells expressing LDHA. (E-F) Knockdown and overexpression of LDHA in B-CPAP, TPC-1, and KTC-1 cells were detected by western blot and qRT-qPCR assays, respectively. Actin was used for the normalization in the qRT-PCR assay. All **p*<0.05, ** *p*<0.01, *** *p*<0.001.

**Fig S4 LDHA promotes the proliferation and inhibits the apoptosis of PTC cells *in vitro* and *in vivo*.** CCK-8 assay (A) and colony formation assay (B) showed that LDHA knockdown inhibited the proliferation of TPC-1 cells. (C-D) LDHA activity assay of B-CPAP and TPC-1 cells treated with DMSO or FX11 (10 μM for 24 h). The CCK-8 assay (E) and colony formation assay (F) showed that FX11 (10 μM for 24 h) attenuated the proliferation of TPC-1 cells. (G-H) Flow cytometry indicated that TPC-1 cells treated with LDHA knockdown or FX11 (10 μM for 24 h) induced apoptosis. The data are presented as the mean ± SD. All **p*<0.05, ** *p*<0.01, *** *p*<0.001.

**Fig S5 LDHA promotes the transcription of genes involved in the EMT process.** (A) Intracellular acetyl-CoA levels were measured in TPC-1 cells treated with LDHA knockdown. (B) H3K27ac levels were decreased after LDHA knockdown in TPC-1 cells. (C) Protein levels of H3K27me3 and H3K36me3 in B-CPAP and TPC-1 cells after LDHA knockdown. ChIP-qPCR assays were performed in B-CPAP cells using H3K27me3 (D) and H3K36me3 (E) antibodies to determine the expression levels of CTNNB1, RHOB, and TGFβR1. (F) Western blot assay showed the changes of TGFβR1, phosphorylated Smad3, E-cadherin, N-cadherin, and Slug in TPC-1 cells with LDHA knockdown. All *p<0.05, ** p<0.01, *** p<0.001. (G) Knockdown of TGFβR1 with siRNA in KTC-1 cells expressing LDHA was evidenced by qRT-PCR. All **p*<0.05, ** *p*<0.01, *** *p*<0.001.

**Fig S6 LDHA regulates tumorigenesis and autophagy through the AMPK signaling pathway.** (A) Gene expression data acquired from the TCGA database were subjected to GSEA v2.2.0, and the results showed that LDHA expression was correlated with the apoptosis-related pathway. (B) The ADP/ATP ratio was measured in TPC-1 cells treated with LDHA knockdown. (C-D) Western blotting was used to detect phosphorylated AMPK, phosphorylated mTOR, phosphorylated ULK1, p62, and LC3BII/I in TPC-1 cells treated with LDHA knockdown or exposed to 10 μM of FX11 for 24 h. (E and F) B-CPAP and TPC-1 cells transfected with RFP-LC3 were treated with LDHA knockdown or exposed to 10 μM of FX11 for 24 h. Fluorescence images were obtained by confocal microscopy. Colony formation assay (G) and CCK-8 assay (H) showed that the knockdown of AMPK partially attenuated the inhibited proliferation induced by LDHA knockdown in TPC-1 cells. (I) Flow cytometry indicated that the knockdown of AMPK partially reversed the apoptosis induced by LDHA knockdown in TPC-1 cells. (J) TPC-1 cells stably knocking down LDHA were infected with siRNAs targeting AMPK. Western blotting was used to detect phosphorylated AMPK, phosphorylated mTOR, phosphorylated ULK1, p62, and LC3BII/I expression levels. The data are presented as the mean ± SD. All **p*<0.05, ** *p*<0.01, *** *p*<0.001.

**Fig S7 HCQ enhanced the antitumor effect of FX11 *in vitro* and *in vivo*.** (A) TPC-1 cells with stable LDHA knockdown were treated with the autophagy inhibitor hydroxychloroquine (HCQ). Western blotting was used to detect p62 and LC3BII/I levels. (B) Apoptotic TPC-1 cells were detected by flow cytometry after exposure to 10 μM of FX11 for 24 h with/without HCQ (10 μM for 24 h). The data are presented as the mean ± SD. (C) TPC-1 cells were exposed to FX11 (10 μM for 24 h) with/without HCQ (10 μM for 24 h), and western blotting was used to detect cleaved caspase 3. (D) FX11 (3 mg/kg) with/without HCQ (60 mg/kg) was given to mice bearing papillary thyroid tumors for 21 days. Mice weights were measured on day 30. (E) IHC score of cleaved caspase 3 expression and Ki-67 staining of xenografted tumor specimens from the FX11 with/without HCQ groups are shown. All *p<0.05, ** p<0.01, *** p<0.001.

**Supplementary Table 1**

**Univariate analysis of clinicopathological features and LDHA expression**

|  |  | | |  | | | LDHA expression | | | |  | | |  | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Variables | Total | | | Low expression | | | High expression | | | | X^2^ | | | *P* | |
|  |  | | | ( n = 105) | | | ( n = 80) | | | |  | | |  | |
| Age |  |  | | |  | | |  |  | | | |  | |  |
| <55 | 69 | | | 41 | | | 28 | | | | 0.459 | | | 0.498 | |
| >=55 | 116 | | | 63 | | | 53 | | | |  | | |  | |
| Sex |  | | |  | |  |  | | |  | |  | |  | |
| Female | 132 | | | 76 | | | 56 | | | | 0.346 | | | 0.556 | |
| Male | 53 | | | 28 | | | 25 | | | |  | | |  | |
| Multifocality | | |  | | | |  | | |  | |  | |  | |
| Present | 58 | | | 34 | | | 24 | | | | 0.198 | | | 0.656 | |
| Absent | 127 | | | 70 | | | 57 | | | |  | | |  | |
| T stage | | |  | | |  |  | | |  | |  | |  | |
| T1/2 | 167 | | | 99 | | | 68 | | | | 6.552 | | | 0.010 | |
| T3/4 | 18 | | | 5 | | | 13 | | | |  | | |  | |
| N stage | | |  | | | | | | | |  | | |  | |
| N0 | 89 | | | 59 | | | 30 | | | | 7.074 | | | 0.008 | |
| N1a/b | 96 | | | 45 | | | 51 | | | |  | | |  | |
| TNM stage | | |  | | | |  | | |  | |  | |  | |
| I+II | 174 | | | 103 | | | 71 | | | | 10.552 | | | 0.001 | |
| III+IV | 11 | | | 1 | | | 10 | | | |  | | |  | |

**Supplementary Table 2**

**Multivariate COX regression analysis of RFS and OS in relation to clinicopathological features**

| Variables | Recurrence-free survival |  | Overall survival |  |
| --- | --- | --- | --- | --- |
|  | Hazard ratio (95% CI) | *P* | Hazard ratio (95% CI) | *P* |
| Age>=55  Female | 0.563 (0.235 – 1.349)  1.486 (0.558 – 3.958) | 0.198  0.428 | 0.486 (0.223 – 1.062)  1.753 (0.617 – 4.977) | 0.292  0.292 |
| III+IV | 4.950 (1.299 – 18.864) | 0.019 | 5.414 (1.389 – 21.096) | 0.015 |
| Multifocality | 1.075 (0.429 – 2.692) | 0.878 | 0.593 (0.211 – 1.664) | 0.321 |
| LDHA expression | 4.848 (1.890 – 12.44) | 0.010 | 5.545 (2.026 – 15.175) | 0.001 |

**Supplementary Table 3**

**The qRT-PCR primer sequences were as follows:**

| Gene | Primer | Sequence |
| --- | --- | --- |
| LDHA | Forward | CGTGTTATTGGAAGCGGTTG |
|  | Reverse | TTCATTCCACTCCATACAGGC |
| ZEB1 | Forward | CCTGTGAATGGGCGACCAAGAAC |
|  | Reverse | GGACTGCCTGGTGATGCTGAAAG |
| RHOB | Forward | CGAGCATGTCCGCACAGAGC |
|  | Reverse | GCACGCCTTCCTTGGTCTTGG |
| CDH2 | Forward | GGACAGTTCCTGAGGGATCAAAGC |
|  | Reverse | CTTGGAGCCTGAGACACGATTCTG |
| FN1 | Forward | GGCGACAGGACGGACATCTTTG |
|  | Reverse | GGCACAAGGCACCATTGGAATTTC |
| TPM1 | Forward | CGACAAGAAGGCGGCGGAAG |
|  | Reverse | CCAGTTCATCTTCGGTGCCCTTG |
| TGFβR1 | Forward | GCAGAGCTGTGAAGCCTTGAGAG |
|  | Reverse | ATGCCTTCCTGTTGACTGAGTTGC |
| TGFβR2 | Forward | TAACCTGCTGCCTGTGTGACTTTG |
|  | Reverse | TCCCACCTGCCCACTGTTAGC |
| CTNNB1 | Forward | CCTCCCAAGTCCTTTATGAATGG |
|  | Reverse | CCGTCAATATCAGCTACTTGCTCTT |
| NDUFA4L2 | Forward | GAGCCCTGGAACCGCCTGAG |
|  | Reverse | AGTCTGGCCGGTCCTTCTTCAG |
| NDUFA3 | Forward | GTGCTGGTCGTGTCCTTCGTC |
|  | Reverse | ACGGGCACTGGGTAGTTGTAGG |
| NDUFB1 | Forward | GGGACCACTGGGTTCATGTTCTTG |
|  | Reverse | CGGAAGGCAGTTAGCCGTTCATC |
| β-actin | Forward | GATCATTGCTCCTCCTGAGC |
|  | Reverse | AC TCCTGCTTGCTGATCCAC |
| CTNNB1-Positive | Forward | ACTACTTTCCACCGCCCCCT |
|  | Reverse | CTGCTGCCACAGACCGAGAG |
| CTNNB1-Negative | Forward | ACAGCAATCAGCTGGCCTGG |
|  | Reverse | CCACTCCCACCCTACCAACC |
| RHOB-Positive | Forward | CCAATGTGCCCATCATCCTG |
|  | Reverse | TCGAGGTAGTCGTAGGCTTG |
| RHOB-Negative | Forward | GTCCCTTTGAGAGCATGTGG |
|  | Reverse | AGGAATGTGACAGGAACAACC |
| TGFβR1-Positive | Forward | TTCTTCTTTCGTGCGTCTGG |
|  | Reverse | AAACCCGCAGAATGAGCAAA |
| TGFβR1-Negative | Forward | TGGCCAGTTGTATCGCCTAT |
|  | Reverse | TGGCACTGTACACCAACTCA |

How the deposited data were processed for this re-analysis (not part of the article)

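RNA-Seq was analysed in 4 libraries of B-CPAP cells, a papillary thyroid carcinoma line: 2 shGFP control and 2 LDHA knockdown libraries. The authors' methods describe sequencing on a NovaSeq 6000, trimming with Trim Galore (v0.5.0), alignment to hg19 with STAR, counting with HTSeq (v0.11.2) and GENCODE (v19), gene names from BioMart, and TMM normalization with edgeR (v3.26.8). The submitters' processing notes name Trim Galore, HISAT2 and hg38, and which build the table rests on is not given in the sources used here. The values the authors deposited are FPKM with 2 decimals, although the table is labelled as counts: they are not whole numbers, their totals differ between libraries, and the low values of single-exon genes step by an amount set by the length of the gene less that of a fragment. The tool that scaled them by length is not given in the sources used here. The design fixed beforehand was a count test with edgeR, which FPKM do not allow, so limma (version 3.58.1 in R 4.3.3) was used instead, with the comparison, the TMM scaling and the thresholds kept.

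From the 59108 rows, 224 rows with no gene name and 27 rows whose name had become a date were left out of the tests. The unnamed rows held 0.431% and 0.361% of the FPKM total in the control libraries and 0.440% and 3.53% in LDHA knockdown libraries 1 and 2. Symbols on more than 1 row (1681 rows) were tested but left out of gene lists. Rows with at least 0.5 FPKM in at least 2 libraries were kept, 13291 in all. The FPKM were scaled by a trimmed mean of M values without weights, trimming 30% of M and 5% of A at each end, and tested as log2(FPKM + 0.1) with limma, a variance trend and Benjamini-Hochberg adjustment. The pseudocount and the limit on low FPKM were chosen after the table had been opened and before any gene was tested. Standard errors come from the moderated variance, with 2 residual degrees of freedom per gene. With 2 libraries against 2, an exact permutation test of a single gene cannot give a p under 0.333, so none is printed.

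Gene lists (36 lists with 1425 entries, 1411 of them matched to a row) were written before the data were examined, and each list's result stands beside a conclusion or in the closing section. Each list was tested with limma's camera test at a preset correlation of 0.01, adjusted over the 36 lists, with an estimated correlation as the alternative, with fry, which asks whether a list moves on balance and not whether it differs from other genes, and with Fisher's exact test per direction, one-sided. With an estimated correlation camera rests on the 2 residual degrees of freedom, and none of the lists had an adjusted p under 0.54, so that alternative does not decide. The median of each list was also set among 10000 random lists matched on 20 groups of transcript length and 5 groups of mean FPKM. These random lists were drawn from all tested genes with a length, the genes of the list itself and of other lists included. Transcript lengths, GC content and coordinates were taken by symbol from GENCODE version 44 on GRCh37, and 12099 of the tested genes had both a length and a GC content. Length offsets removed, in each library, a spline with 5 degrees of freedom of the deviation from the gene's mean on log2 length. The genes named are LDHA, the 10 protein-coding genes with the largest rise and the 10 with the largest fall at an adjusted p under 0.05, a mean of at least 5 FPKM and both LDHA knockdown libraries on the same side of both control libraries, the genes the study names or draws, and up to 4 members of each list with the lowest p at an adjusted p under 0.05, or up to 2 where none passed. This rule was fixed at the same time in terms of CPM, for which FPKM stand in, and the colours of Fig. 5 had been seen. The text names only part of the genes this rule takes, and 3 of the others are not reported here in any form, although all are counted in their lists. MT-ND3 and SLC16A1 are named outside this rule, after their values were seen. The EMT list was written with Fig. 5C in view.

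The depth was estimated from the low FPKM as 21400000, 22500000, 18700000 and 25500000 fragments in control libraries 1 and 2 and LDHA knockdown libraries 1 and 2. At these depths 77.9% to 80.1% of the values used lay within 0.15 of a whole number of fragments, so the depths are approximate and no fragment counts were tested. The libraries of a pair were not identical, with a Spearman's rho of 0.983 in the control pair and 0.966 in the LDHA knockdown pair, and each was counted as a library of its own. The fit was tested on simulated data for this comparison over 12099 genes with 200 changed genes: with no trend, 82.0% of changes of 1 on the log2 scale and 94.0% of changes of 2 were found, and 0.11% of unchanged genes were called. With a simulated length trend in the LDHA knockdown libraries, 16.5% of unchanged genes were called without length offsets and 0.08% with them. The simulated trend had a rho of -0.786 among unchanged genes, against -0.413 across all genes in the data. It held no GC trend and gave both groups the same spread, so these rates need not hold for the data. Alternatives covered scaling, pseudocount, filters, the test, the replicate number as a block, length and GC content, and leaving out each library.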

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

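The tests of listed gene groups, of fragment length and of recovery were chosen only after the length trend had been seen, and the GC offsets were added after the data had been seen.

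LDHA knockdown library 2 held 3.53% of its FPKM total in rows with no gene name, above the 0.431% and 0.361% of the control libraries, with 2 such rows at 19906 and 13906 FPKM. The same library held 0.529% of its total in small nuclear, small nucleolar and related RNAs, against 0.0200% and 0.0260% in the control libraries and 0.0190% in LDHA knockdown library 1. The median log2 fold change of 23 replication-dependent histone genes was 2.08 without LDHA knockdown library 1 and -0.13 without library 2.

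Longer transcripts were lower in LDHA knockdown cells, with a Spearman's rho of -0.413 across 12099 genes, and genes in none of the 36 lists gave -0.405, which argues against a few listed groups carrying the trend. Shorter fragments in library 2, entering the authors' effective lengths, would leave library 1 without the trend, but library 1 had a rho of -0.253 among transcripts over 2000 bases. GC content is not the whole source either, since the rho was -0.343 after a GC trend was removed from each library. The log2 fold changes also moved with GC content, at a rho of 0.395 across these genes. That rho was 0.048 within the control pair and -0.123 within the LDHA knockdown pair. After length offsets the rho with GC content was still 0.321, so these offsets leave that trend in place. Recovery of long RNA that differs between the groups cannot be told apart from LDHA knockdown. The rho with length was -0.125 within the LDHA knockdown pair and -0.108 within the control pair, and a difference shared by both LDHA knockdown libraries leaves no trace within a pair. An effect of the knockdown on long transcripts, the biological reading, stays open and was not tested.

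Nuclear genes of complex I were higher in LDHA knockdown cells at a median log2 fold change of 0.72. Random lists matched on length and mean FPKM had a median of 0.585, and complex I lay at percentile 88.0 of them, inside their range. These lists were drawn from all genes, complex I and other short genes that rose included, which can lift their median. The percentile therefore cannot show that length explains the rise. Limma's camera test still gave an adjusted p of 0.0054 after length offsets, at a median of 0.30. With an estimated correlation camera gave an adjusted p of 0.57 before the offsets, but none of the lists passed in that form, which does not decide. The estimated correlation of these genes was 0.614, against the preset 0.01, so camera at the preset is weak evidence here. These parts of the test point different ways, so the length trend and a change of complex I itself cannot be told apart. An effect of LDHA knockdown on these genes stays open.

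Genes of the EMT list were lower at a median log2 fold change of -0.14, at percentile 0.35 of random lists matched on length and mean FPKM. The list holds the 31 genes that the study drew in Fig. 5C as differentially expressed, and without them the median of 0.01 lay at percentile 39.0 of lists matched in the same way, with a camera adjusted p of 0.64 from limma. After length offsets limma's camera test gave the full list an adjusted p of 0.25. The length trend and a fall of EMT genes beyond it cannot be told apart, because the low percentile rests on the drawn genes. Whether EMT genes outside Fig. 5C fell cannot be told apart from that choice either, since leaving out genes picked because they fell lifts the list by construction. LDHA knockdown as the biological source stays open.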

How the results depend on the processing

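The pseudocounts of 1 (alone or on FPKM as deposited) and 0.01, TPM, the limit of 1 FPKM in 2 libraries, limma with robust variances, Student's t test on log2(FPKM + 0.1), and the offsets for GC content were chosen only after the data had been seen; the other settings were planned. DESeq2, edgeR's likelihood ratio, exact and robust quasi-likelihood tests, limma-voom and the thinning of counts were planned but not run, because they need counts. Depth is known only approximately, so what it limits was not tested, and genes near 0.5 FPKM such as ZEB1 are the least certain. Except where a clause says otherwise, the cause was not tested.

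As deposited, 904 genes were higher and 3114 lower at a limma adjusted p under 0.05 (main counts 2363 and 1780), and 479 higher and 1747 lower at the limits of Fig. 6A (main counts 992 and 687), since no scaling removes the shift of all genes. Without a filter on low values 958 and 1010 genes passed at the adjusted p and 1209 were lower at the limits of Fig. 6A, with a rho with length of -0.32. With at least 1 FPKM in all 4 libraries, where fewer genes are tested, 589 and 314 passed the limits of Fig. 6A. Student's t test on log2(FPKM + 1), which changes both the test and the pseudocount, gave 2 higher and 3 lower genes at the adjusted p, 390 and 190 at the limits of Fig. 6A, and LDHA at -2.53 with an adjusted p of 0.058. The t test alone, on log2(FPKM + 0.1), gave 15 and 16, 663 and 477, and LDHA at -2.46 with an adjusted p of 0.056. Length offsets gave 658 and 410 genes at the limits of Fig. 6A, and with the replicate block 446 were lower. A pseudocount of 1 alone gave 535 and 234 at the same limits and LDHA at -2.53, TPM gave 609 and 4519 at the adjusted p and 316 and 2772 at the limits, and FPKM as deposited with a pseudocount of 1 gave 940, 3283 and, higher at the limits, 271. GC offsets gave 380 lower genes at the limits and a rho with length of -0.343, and length and GC offsets gave 1338 and 1092 at the adjusted p and 540 and 303 at the limits.

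The EMT list had a median of -0.195 and a camera adjusted p of 0.041 with GC offsets, and a median of 0.011 without the genes of Fig. 5C. Complex I, at a median of 0.719, had a camera adjusted p of 0.57 with an estimated correlation. Of the other lists, 11 passed camera and 0 with an estimated correlation, where none had an adjusted p under 0.54. The fry test, which asks whether a list moves on balance and compares it with no other genes, answers another question and gave complex I an adjusted p of 0.061 and 18 of the other lists one under 0.05.

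Of the 182 named genes besides LDHA, 164 passed, and of these 0 turned direction under a planned setting and 8 under an added one. As deposited, VIM (-0.13), SQSTM1 (-0.16) and ULK1 (-0.056) turned direction, and with a pseudocount of 1 as well, VIM (-0.13), SQSTM1 (-0.16) and ULK1 (-0.051). SMAD3 was at 0.10 after length offsets, alone and with the replicate block. In TPM, VIM (-0.31), SQSTM1 (-0.34), ULK1 (-0.23), DMAC1 (-0.024), the gene AKT1S1 (-0.068), MDH1 (-0.11), SDHD (-0.063), CDKN1A (-0.02), ETV4 (-0.013) and the gene LAPTM5 (-0.135) turned. With GC offsets SQSTM1 (-0.027), ULK1 (-0.30), MRPL12 (-0.04) and AKT1S1 (-0.125) did, and with length and GC offsets NDUFA4L2 (-0.023), SMAD3 (0.17), ULK1 (-0.018), MRPL12 (-0.36) and AKT1S1 (-0.21). Of the named genes, 164 lost their call with Student's t test on log2(FPKM + 0.1) and without control library 1 or 2, 163 with the t test on log2(FPKM + 1), 42 with length and GC offsets, 37 in TPM, 30 with length offsets and the replicate block, 28 as deposited, at either pseudocount, 28 without a filter, 24 after length offsets, 19 with GC offsets and at most 6 in any other setting.

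Leaving out 1 library at a time, with the lone library of a group assumed to vary like the other group, gave 0 to 2638 higher and 0 to 1840 lower genes at the adjusted p, the 0 without control library 1 or 2, and 878 to 1142 and 528 to 853 at the limits of Fig. 6A. LDHA stayed between -2.52 and -2.39, with a limma adjusted p of 0.15 and 0.13 without control libraries 1 and 2. The median of the EMT list went from -0.161 to -0.139, that of complex I from 0.475 to 0.831, the rho with length from -0.419 to -0.37, and 11 to 13 other lists passed camera.

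The libraries share a replicate number between the groups, but nothing says that a number marks a shared day or batch, and the correlation of the differences within the pairs was 0.118 over only 2 pairs. With the replicate block 2118 genes were higher and 1276 lower, and 1904 and 1194 with length offsets too. LDHA had an adjusted p of 0.019 with the block.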

Differences from the paper's values

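TPM, GC offsets, Student's t test on log2(FPKM + 0.1) and the pseudocounts of 1 were chosen only after the data had been seen; the other settings compared were planned. The paper reports 283 genes upregulated after LDHA knockdown, and 992 genes were higher here at an unadjusted limma p under 0.05 with an absolute log2 fold change above 1, the limits printed in Fig. 6A. The paper's methods name edgeR on read counts, so test and input differ from limma on FPKM. Its text states no limits for its counts of genes, so those of Fig. 6A were assumed. Of the alternatives set before the data were examined, Student's t test on log2(FPKM + 1) gave 390, within 1.5 times the paper's value; it changes 2 choices, and the t test alone gave 663 and a pseudocount of 1 alone 535, both outside. The others lay outside it: 479 as deposited, 589 with at least 1 FPKM in all 4 libraries, 658 with length offsets and 693 with the replicate block as well, 744 with upper quartile scaling, 797 for protein-coding genes, 799 at an adjusted p, 959 without a filter, 1016 with median of ratios scaling, 1024 with the replicate block, and 878 to 1142 without 1 library. TPM, chosen after seeing the values, gave 316 higher genes and drops 18 of the 18 genes of Fig. 5E and 0 of the 31 genes of Fig. 5C. FPKM as deposited with a pseudocount of 1, also chosen after seeing the values, gave 271 and drops 18 of the 18 genes of Fig. 5E and 16 of the 31 genes of Fig. 5C.

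The paper reports 1556 genes downregulated, and 687 were lower here at the same limits. FPKM as deposited gave 1747 and no filter on low values gave 1209, both within 1.5 times the paper's value. The other alternatives fixed at that time lay outside it: 190 with Student's t test, 314 with at least 1 FPKM in all 4 libraries, 410 with length offsets and 446 with the replicate block as well, 497 at an adjusted p, 540 for protein-coding genes, 656 with median of ratios scaling, 684 with the replicate block, 949 with upper quartile scaling, and 528 to 853 without 1 library. No single setting brought both counts within 1.5 times the paper's values. More genes were lower than higher, as in the paper, as deposited, with upper quartile scaling and, after TMM scaling, without a filter, while after TMM scaling of the filtered genes more were higher.

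The paper places TGFBR1 among the downregulated genes of its RNA-Seq, beside qPCR (Fig. 5D) and western blots (Fig. 6G) that were not re-examined here. Its log2 fold change here was -0.65 with an unadjusted limma p of 0.058, and -0.96 as deposited, short of the fold limit in both, while ZEB1, at -1.36, and CDH2, at -1.31, passed the limits of Fig. 6A. TPM, chosen after seeing the values, called TGFBR1 at -1.11 (limma adjusted p = 0.030), as did FPKM as deposited with a pseudocount of 1 at an adjusted p of 0.046, and these drop 18 of the 18 genes of Fig. 5E at the limits of Fig. 6A.

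Fig. 5C draws its genes as differentially expressed; 31 of the 31 on a single row were lower here, and 28 passed a limma adjusted p under 0.05, but 11 passed the limits of Fig. 6A, against 22 as deposited and 13 without a filter. Of the 3 that missed the adjusted p, NOTCH2 passed with upper quartile scaling (limma adjusted p = 0.035) and as deposited (0.037). NOTCH2 and GADD45A both passed with at least 1 FPKM in all 4 libraries (0.033 and, for GADD45A, 0.039). Both passed among protein-coding genes (NOTCH2 at 0.040, and GADD45A at 0.05, just under it before rounding). GADD45A passed with upper quartile scaling (0.044), as deposited (0.021), after length offsets (0.022) and with the replicate block as well (0.021). A pseudocount of 1 and TPM, chosen after seeing the values, called both, and drop 22 and 0 of the 31 genes at the limits of Fig. 6A. Of the 18 genes of Fig. 5E, 18 were higher, 10 passed the adjusted p and 8 passed the limits of Fig. 6A, against 1 as deposited. NDUFA3 passed the adjusted p among genes with at least 1 FPKM in all 4 libraries (limma adjusted p = 0.040), among protein-coding genes (0.034) and with the replicate block (0.025), and NDUFA4L2 among protein-coding genes (0.044). The number of the 18 that passed the adjusted p was 12 with at least 1 FPKM in all 4 libraries, 13 with the replicate block, 14 among protein-coding genes and 13 with GC offsets. The GC offsets were chosen after seeing the values and drop 10 of the 18 at the limits of Fig. 6A, as many as without them.

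Mitophagy and the assembly of the mitochondrial chain are given as enriched among the upregulated genes. Of 29 listed genes of mitophagy 5 rose and 3 fell here, with a camera adjusted p of 0.84 from limma. Of 18 assembly factors of complex I 3 rose and 0 fell, with one of 0.23, and after length offsets 3 rose and 4 fell. The paper's terms come from DAVID, so gene sets and test differ, and the assembly list leaves out the subunits. Of 37 subunit genes of complex I, 14 of them drawn in Fig. 5E, 19 rose and 0 fell, with a camera adjusted p of 3.0e-06. After length offsets 9 of these rose and 0 fell. Apoptosis is given as enriched among the downregulated genes, where 8 of 39 listed genes fell and 7 rose, with a one-sided Fisher's exact adjusted p of 0.41. Migration is given for both directions, and the same test gave 0.018 for fallen genes and 1 for risen genes. After length offsets, which that test did not use, 11 genes of migration rose and 11 fell, with a camera adjusted p of 0.55 from limma.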

Other observations

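TPM was chosen only after the data had been seen. Genes of the cytosolic ribosome rose together in LDHA knockdown cells: 56 of 79 rose and 0 fell at a limma adjusted p under 0.05 (71 when adjusted over the list alone), against 21 risen and 1 fallen after length offsets and 14 higher and 1 lower in TPM, with RPL23A at a log2 fold change of 1.30 and RPLP2 at 0.97 (limma adjusted p = 0.062 after length offsets). Their median of 0.74 lay at percentile 99.6 of lists matched on length and mean FPKM. Limma's camera adjusted p was 2.6e-13, and 0.54 with an estimated correlation. That correlation was 0.335, against the preset 0.01, so camera at the preset is weak evidence here. The ribosomal genes have many pseudogenes that can share reads, so single values are uncertain. Of 21 genes of glycolysis and of glucose and lactate transport other than LDHA, 13 rose, among them PFKFB4 (1.39), PFKL (0.96) and ALDOA (1.05), and 1, the lactate transporter gene SLC16A1, fell at -0.60 (14 and 2 when adjusted over the list alone), against 2 higher and 6 lower in TPM. Of 26 genes of the hypoxia response, 14 rose and 0 fell (16 when adjusted over the list alone), among them ADM (1.56), NDRG1 (1.26) and the glucose transporter gene SLC2A1 (0.77), against 6 higher and 7 lower in TPM. Of 26 genes of cholesterol synthesis and uptake, 14 rose and 0 fell (14 and 2 when adjusted over the list alone), with INSIG1, a regulator of sterol synthesis, at 1.35, against 4 higher and 3 lower in TPM, where the median was -0.04. The camera adjusted p was 0.0032 for glycolysis, 0.0041 for hypoxia and 0.019 for cholesterol, and 0.54 for each of the 3 lists with an estimated correlation. As deposited, 22, 6, 7 and 4 genes of the ribosome, glycolysis, hypoxia and cholesterol lists were higher and 0, 2, 0 and 2 lower. Calls of single genes in this part were lost without control library 1 or 2.

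Of 22 NF-κB target genes, 10 fell and 3 rose (10 and 4 when adjusted over the list alone; 5 rose without LDHA knockdown library 2), with TRAF1 at -2.09 besides CXCL1 and IL6; limma's camera adjusted p was 0.061, 0.039 and 0.046 without control libraries 1 and 2, 0.041 as deposited, 0.020 after length offsets, 6.3e-04 after length and GC offsets, which were chosen after the data were seen, and 0.54 with an estimated correlation and all 4 libraries. Of 30 genes of the TGFβ pathway, 7 fell, among them SMURF2 (-1.28), and 2 rose, among them LTBP4 (0.97; limma adjusted p = 0.057 as deposited), with the same numbers when adjusted over the list alone and 4 fallen without LDHA knockdown library 2; the camera adjusted p was 0.0041, 0.062 after length offsets and 0.54 with an estimated correlation. Of 30 genes of the integrated stress response, 13 fell, among them CHAC1 (-3.01), and 7 rose, among them TRIB3 (0.95), with 14 and 8 when adjusted over the list alone. Of 20 MAPK output genes, 7 fell, among them CCND1 (-0.90), and 2 rose, with the same numbers over the list alone; without LDHA knockdown library 2, 4 rose, and the camera adjusted p was 0.039 without control library 1, 0.044 as deposited, and 0.54 with an estimated correlation and all 4 libraries. Of 21 immediate early genes, 7 fell and 3 rose, JUN at -0.62 and JUNB at 1.00, with the same numbers over the list alone. Of 51 genes of microtubule motors, 12 fell, with KIF11 at -1.04, and 7 rose, with KLC4 at 1.45 (19 and 9 when adjusted over the list alone; 7 fell without LDHA knockdown library 2). After length offsets 6 genes of microtubule motors fell and 5 rose. With all 4 libraries the camera adjusted p values of limma were 0.16, 0.065, 0.18 and 0.14 for the last 4 lists. One-sided Fisher's exact adjusted p values for fallen genes were 0.0015, 0.3, 3.6e-04, 0.051, 0.064 and 0.12, from NF-κB to microtubule motors. The balance of these 6 lists depends on the scaling: as deposited 10, 11, 16, 8, 9 and 22 genes were lower and 0, 0, 3, 0, 1 and 2 higher, in the order given. Of 29 type I interferon genes, 7 rose, among them IFITM1 (1.88), and 2 fell (8 and 2 over the list alone; 0 fell without LDHA knockdown library 1), with a median of -0.10, a mean of 0.14 and a camera adjusted p of 0.70 in the direction of higher, against 6 higher and 3 lower as deposited. Of 7 genes of the urea cycle, 4 rose, with NAGS at 1.22 and ASL at 0.66 (limma adjusted p = 0.11 as deposited), and 1 fell, SLC25A13 at -0.88, with 4 and 2 over the list alone, 2 and 2 as deposited and a camera adjusted p of 0.17.

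For proteins that the paper measured by other assays, the mRNA values of this comparison were a log2 fold change of -0.68 for PRKAA1 (limma adjusted p = 0.070; 0.024 as deposited), -0.97 for MTOR (limma adjusted p = 0.013), 0.27 for ULK1 (0.11; at -0.06 as deposited), 0.17 for SQSTM1 (0.13; at -0.16 as deposited), -0.33 for MAP1LC3B (0.26; 0.040 as deposited) and -0.24 for SMAD3 (0.13; at 0.10 after length offsets). Of 42 genes of autophagy, 7 rose and 5 fell, against 0 higher and 10 lower as deposited and 11 risen without LDHA knockdown library 1; their median was 0.03 and their mean -0.04. Of 30 genes of AMPK and mTOR signalling, 5 rose and 4 fell, against 1 higher and 9 lower as deposited. Of 31 genes of histone acetyltransferases, histone deacetylases and acetyl-CoA sources (the acetylation list), 13 rose and 2 fell, against 5 higher and 6 lower as deposited. Those that rose include the citrate carrier gene SLC25A1 (1.61) and the deacetylase gene HDAC5 (1.64). The list pools enzymes that add acetyl groups with enzymes that remove them, so its counts give no direction of acetylation. Of 30 genes of the TCA cycle, 6 rose, with IDH2 at 1.26, and 1 fell, against 1 higher and 10 lower as deposited and 5 fallen without LDHA knockdown library 1. Of 34 genes of angiogenesis 8 rose and 5 fell, against 3 higher and 9 lower as deposited, at a median of -0.03 and a mean of 0.02. Of 27 p53 targets 7 rose and 5 fell, against 2 higher and 8 lower as deposited, and of 33 lysosomal genes 9 rose, with CTSD at 0.93, and 3 fell, against 1 higher and 5 lower as deposited and 6 fallen without LDHA knockdown library 1. None of these 7 lists passed limma's camera test, with an adjusted p of 0.91, 0.16, 0.25, 0.82, 0.91, 0.50 and 0.17 in this order. Fisher's exact test, one-sided, gave the risen genes of the acetylation list an adjusted p of 0.0075, and the others of these lists did not pass it in either direction. When adjusted over the list alone, 7 and 5 genes of autophagy, 5 and 3 of AMPK and mTOR signalling, 14 and 5 of acetylation, 4 and 0 of the TCA cycle, 8 and 6 of angiogenesis, 9 and 5 of p53 targets and 13 and 4 lysosomal genes rose and fell.

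Few markers of other cell types were measured. Of 4 leukocyte markers, 4 rose (also when adjusted over the list alone), against 1 as deposited, with CORO1A at 1.02, from 15.3 and 15.9 FPKM as deposited in the control libraries, and CD14 at 1.63, from 0.50 and 0.45 FPKM as deposited to 1.91 and 0.96 FPKM (camera adjusted p 0.019 from limma, 0.54 with an estimated correlation). CD14 lost its call as deposited (limma adjusted p = 0.065) and without LDHA knockdown library 1 (0.073). Of 4 fibroblast markers 1 rose, FBLN1 at 0.76 (limma adjusted p = 0.089 as deposited), and of 3 endothelial markers 1 rose, EGFL7 at 1.18 (camera adjusted p 0.78 and 0.13), and when adjusted over the list alone 1 fibroblast marker rose and 1 fell. Of 4 thyroid genes, FOXE1 (-0.78) and HHEX (-0.71) fell and 0 rose, over the list alone too (0.13); without LDHA knockdown library 1 FOXE1 had a limma adjusted p of 0.058 and HHEX one of 0.065, and without library 2 HHEX had one of 0.074. Of 23 replication-dependent histone genes, 1 rose, HIST1H1C at 1.24, and 0 fell (camera adjusted p 0.21), while without LDHA knockdown library 1, 6 rose and 1 fell (0.010).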
